# Functionally and Metabolically Divergent Melanoma-Associated Macrophages Originate from Common Bone-Marrow Precursors

**DOI:** 10.3390/cancers15133330

**Published:** 2023-06-24

**Authors:** Gabriela A. Pizzurro, Kate Bridges, Xiaodong Jiang, Aurobind Vidyarthi, Kathryn Miller-Jensen, Oscar R. Colegio

**Keywords:** tumor-associated macrophages, melanoma, tumor microenvironment, macrophage ontogeny, immunosuppression, tissue-resident macrophages, metabolic pathways

## Abstract

**Simple Summary:**

Melanoma, one of the deadliest cancers, presents challenges due to the incomplete understanding of the key mechanisms driving its aggressive behavior. High numbers of macrophages in the melanoma microenvironment are associated with poor outcomes. Macrophages are immune cells that act as a double-edged sword, supporting tumor growth but holding the potential to re-activate the anti-tumor response. Previous studies on other cancer models have linked the tumor-supporting roles of tumor-associated macrophages with their ontogeny. In this report, we investigated macrophage infiltration in a melanoma model to understand their origin, evolution, activation profile, and association with the immunosuppressive microenvironment. Unlike other models, we found a common origin in the two main macrophage subsets, which varied over time and differed in their functional and metabolic profiles. These findings shed light on the features and evolution of melanoma-supportive macrophage subsets, which could be used to discover new ways of targeting these cells therapeutically.

**Abstract:**

Tumor-associated macrophages (TAMs) can be widely heterogeneous, based on their ontogeny and function, and driven by the tissue-specific niche. TAMs are highly abundant in the melanoma tumor microenvironment (TME), usually correlating with worse prognoses. However, the understanding of their diversity may be harnessed for therapeutic purposes. Here, we used the clinically relevant YUMM1.7 model to study melanoma TAM origin and dynamics during tumor progression. In i.d. YUMM1.7 tumors, we identified distinct TAM subsets based on F4/80 expression, with the F4/80^high^ fraction increasing over time and displaying a tissue-resident-like phenotype. While skin-resident macrophages showed mixed ontogeny, F4/80^+^ TAM subsets in the melanoma TME originated almost exclusively from bone-marrow precursors. A multiparametric analysis of the macrophage phenotype showed a temporal divergence of the F4/80^+^ TAM subpopulations, which also differed from the skin-resident subsets and their monocytic precursors. Overall, the F4/80^+^ TAMs displayed co-expressions of M1- and M2-like canonical markers, while RNA sequencing showed differential immunosuppressive and metabolic profiles. Gene-set enrichment analysis (GSEA) revealed F4/80^high^ TAMs to rely on oxidative phosphorylation, with increased proliferation and protein secretion, while F4/80^low^ cells had high pro-inflammatory and intracellular signaling pathways, with lipid and polyamine metabolism. Overall, we provide an in-depth characterization of and compelling evidence for the BM-dependency of melanoma TAMs. Interestingly, the transcriptomic analysis of these BM-derived TAMs matched macrophage subsets with mixed ontogeny, which have been observed in other tumor models. Our findings may serve as a guide for identifying potential ways of targeting specific immunosuppressive TAMs in melanoma.

## 1. Introduction

Melanoma is the most lethal form of skin cancer. Approximately 200,000 new cases of melanoma will be diagnosed in 2023 in the US, with more than half being diagnosed at an invasive stage [1]. Tumor control is particularly challenging for a host, since it is a sterile insult yet broadly pathogenic. Several components of the tumor microenvironment (TME) are closely related to cancer progression through multiple mechanisms facilitating dissemination and contributing to immune suppression [2].Despite being an aggressive disease, melanoma is an immunogenic tumor; therefore, immunotherapy, which aims to reprogram the immunosuppressive TME and boost T cell function, has provided a promising approach for melanoma treatment [3,4]. 

Macrophages constitute the dominant myeloid cell population in most solid tumors and studies on both mice and humans have linked macrophage density to tumor growth [5]. Tumor-associated macrophages (TAMs) can facilitate tumor progression, proliferation, and metastasis by stimulating angiogenesis and inhibiting antitumor T cell responses. Previous results have also shown that immunosuppressive TAMs can be functionally reprogrammed to help control tumor growth [4,6]. TAMs were historically considered to be in an “M2 state”, referring to the dichotomy of pro-inflammatory (M1) vs. anti-inflammatory (M2) cells [5]. Although this classification works well in vitro, macrophages within a tissue microenvironment acquire a wide spectrum of activation states influenced by multiple factors and environmental cues [7]. In an in vitro 3D collagen model, we previously showed that stromal and tumor cells shape the macrophage activity in the early melanoma TME. These cell–cell interactions induced bone-marrow (BM)-derived macrophages to acquire an immunosuppressive functional signature that resembled TAMs from melanoma tumors, which differed from those canonical polarization states [8].

There have been efforts to understand the sources of heterogeneity in TAM behavior and how to harness them therapeutically. In recent years, the classification of mononuclear phagocytes has been revisited, particularly macrophage ontogeny [9]. The expression levels of F4/80 and CD11b during development identified BM-dependent and -independent tissue-colonizing macrophages [10]. Tissue-resident macrophages have been shown to have a distinct origin, gene expression, and phenotype from those derived from CC-chemokine receptor 2 (CCR2)^+^ monocyte precursors recruited to a site of inflammation. The new mononuclear phagocyte classification system, based on cellular origin, allows a robust definition across tissues and species [9] and a better understanding of their functional roles during development, homeostasis, and disease [11,12,13,14]. Under steady-state conditions, BM-derived blood Ly6C^high^ monocytes give rise to two developmental streams: one with CCR2 expression, the acquisition of MHCII molecules, and a reduction in Ly6C expression; and the other with tissue-resident macrophages that become Ly6C^−^, CCR2^−^, and CX3CR1^+^, with a mixed expression of MHCII molecules [15].

Stress conditions within a tissue result in local proliferation of macrophage populations. However, there is a significant contribution from monocytes to the infiltrating myeloid cell pool during inflammation, e.g., a pathogenic infection or a growing tumor. Evidence from mouse models, such as breast [13], colorectal [16], and pancreatic cancer [17], has shown that macrophages in the TME have a mixed embryonic and BM origin, with differences in lineage markers, proliferation rates, and a dependence on growth factors, such as CSF1, as previously seen during development [10]. These findings argue that both monocyte infiltration and proliferation have roles in macrophage maintenance during tumor growth [18]. Nonetheless, such studies have not yet been thoroughly performed in melanoma, despite the potential impact they may have on directing therapeutic interventions [19,20].

Another critical factor influencing TAM function is their metabolic state, which impacts immune performance [21]. Glycolysis and mitochondrial oxidative phosphorylation (OXPHOS) are the two principal bioenergetic pathways in a cell, which directly or indirectly impact all other aspects of cellular metabolism. The cell-selective partitioning of nutrients and the metabolic processes in tumor-infiltrating immune cells could be exploited to design novel targeted therapies [22]. Both tumor and tumor-infiltrating immune cells rely on glucose, but it has been shown that cell-intrinsic programs drive the preferential acquisition of glucose and glutamine by immune and cancer cells, respectively [23]. A recent study [24] showed that a high cellular density in solid tumors can result in lactate build-up in its core. Lactate acts as a quorum-sensing-like signal, leading to increased oscillations in tumor cell HIF-1α activity, rescuing the inhibition of cell division and changing gene expression. Our prior findings showed that lactate-driven, HIF-1α- dependent Arginase (Arg)-1 expression in TAMs has an important role in tumor growth [25], possibly via the production of polyamines, with a critical role in tumor cell proliferation.

All this evidence highlights the need for an in-depth understanding of the origin, evolution, and processes that sustain and promote tumor-supportive macrophages. These insights could provide a roadmap for alternative therapeutic interventions in melanoma [26], but currently there is limited data available. In the present study, we analyzed TAM origin and its relationship with function and tumor progression in the Yale University Mouse Melanoma (YUMM)1.7 model. We focused on profiling multiple factors contributing to macrophage heterogeneity in this fast-growing, aggressive melanoma model with clinically relevant genetic features, low T-cell infiltration, and a dynamic change in the myeloid infiltrate. We found a strong BM-dependency of melanoma TAMs, but interestingly, these BM-derived TAMs matched macrophage subsets originated from mixed ontogeny, which have been observed in other models. These results highlight the importance of environmental cues in determining functional TAM subsets and may suggest a functional convergence of tumor-supporting macrophages, regardless of their origin, across tumor types.

## 2. Materials and Methods

### 2.1. Animals

C57BL/6J (B6), B6.129P2-Myb^tm1^Cgn/TbndJ (Myb^fl/fl^), and B6.Cg-Tg^(Mx1-cre)1^Cgn/J (Mx-1^cre^) mice were purchased from Jackson Laboratories. C57BL/6-Tg^(UBC-GFP)30^Scha/J (B6.UBQ-GFP) mice were kindly provided by the Girardi Lab at Yale. Myb^fl/fl^Mx-1^cre/wt^ mice were generated by crossing parental strains. Genotyping was performed according to the Jax protocols for those strains. The mice were kept according to the standard housing conditions of the Yale Animal Resources Center in specific pathogen-free conditions, and were 8–10 weeks of age at the moment of starting the experiments. All the experiments were performed according to the approved protocols of the Yale University Institutional Animal Care and Use Committee (IACUC).

### 2.2. Cell Culture

Yale University Mouse Melanoma (YUMM)1.7 were kindly provided by the Bosenberg Lab at Yale. YUMM1.7 is a clinically relevant model since it carries the main human melanoma driver mutations, BRAFV600E, Pten^−/−^, and Cdkn2^−/−^ [27]. The PDVC57 cell line was kindly provided by the Dr. Llanos-Casanova, CIEMAT, Spain. The cell lines were grown in DMEM/F12 media supplemented with 10% FBS, 1% NEAA, 2 mM L-glutamine, 1% Pen/Strep, and 1% sodium pyruvate (Gibco, Life Technologies, UK).

### 2.3. Tumor Studies and Sample Processing

The mice were anesthetized with isoflurane and intradermally injected with 0.5 × 10^6^ YUMM1.7 cells in both flanks, and monitored according to the IACUC approved mouse protocol. For the experiments with PDVC57 tumors, 1.0 × 106 tumor cells were injected into both flanks. The tumor volume was calculated as 0.52 × length × width^2^. At the experimental endpoint, the mice were euthanized in a CO_2_ chamber and the tumors were resected and weighted before being processed. Briefly, the tumors were first cut and then chopped with a razor into 1 mm^3^ pieces. They were incubated in digestion buffer (1X PBS Ca^+^Mg^+^ containing 0.1 mg/mL of DNase I, Roche 05401127001, and 0.82 mg/mL of Collagenase IV (C. histolyticum C1889, Sigma-Aldrich, MO, USA) at 37 °C in an orbital shaker for 30 min. The samples were vortexed, kept on ice, and filtered in 40 µm cell strainer. The cells were resuspended in ACK lysis buffer at RT for 5 min. The samples were finally washed, resuspended, and counted for downstream processing.

### 2.4. Histology and Immunofluorescence

For hematoxylin/eosin (H&E) staining, the tumor samples were fixed in formaldehyde and paraffin-embedded at Yale Pathology core, according to standard protocols.

For immunofluorescence, freshly collected tumor samples were fixed in 2% paraformaldehyde ON, washed, transferred to 30% sucrose in PBS for 24 h, and finally placed in a plastic mold in optimal cutting temperature compound (OCT) at −80 °C. Ten μm sections, cut in a Leica cryostat, were washed in PBS and stained with 1:1000 Rabbit anti-GFP (ab6556, Abcam, MA, USA) and 1:75 Rat anti-mouse F4/80 AF647 (123122, BioLegend, CA, USA) overnight at 4 °C. Next, the samples were washed and stained with 1:400 Goat anti-Rabbit AF488, counterstained with DAPI, and analyzed in a Leica SP5 confocal microscope at Yale CCMI Imaging Core.

### 2.5. Flow Cytometry

We used this technique to characterize the YUMM1.7 immune and TAM subpopulations, as well as to fate-map the TAMs infiltrating both the YUMM1.7 and PDVC57 tumors. We used the following antibodies and dyes (clone, catalog#): CD45 PerCP (30-F11, 103132), CD45.1 APC-Cy7 (A20, 110716), CD45.2 APC (104, 109814), B220 FITC (RA3-6B2, 103206), CD3e FITC (KT3.1.1, 155604), NK1.1 FITC (PK136, 108706), CD11b BV421 (M1/70, 101236), CD11b PECy7 (M1/70, 101216), F4/80 PerCP (BM8, 123126) and F4/80 AF700 (BM8, 123130), CD11c PECy7 (N418, 117318), CD207 PE (4C7, 144204), CSF1R BV605 (AFS98, 135517), Ly6C APC (HK1.4, 128016), Ly6C Pacific Blue (HK1.4, 128014), Ly6G AF647 (1A8, 127610), Ly6G FITC (1A8, 127606), CX3CR1 BV605 (SA011F11, 149027), Arg1 APC (A1exF5, 12-3697-82), CD40 PE (3/23, 124609), CD86 PE-Dazzle594 (GL1,105042), CD64 PE-Dazzle594 (X54-5/7.1, 139320), CD24 BV605 (M1/69, 101827), CD103 BV711 (2E7, 121435), MHCII APC-Cy7 (M5/114.15.2, 107628), CD206 APC (C068C2, 141708) from BioLegend, Live/Dead eFluor506 (65-0866-18), iNOS AF488 (CXNFT, 53-5920- 82), iNOS APC (CXNFT, 17-5920-82) and iNOS PE (CXNFT, 12-5920-82) from Thermo Fisher, CCR2 PE (475301, FAB5538P-100), and Arg1 APC (658922, IC5868A) from R&D Systems. TAM single-cell suspensions, obtained as previously described, were stained in FACS Buffer (PBS 2% FBS). Briefly, the cells were incubated with FcBlock 1:200 (anti-CD16/CD32, eBiosciences, CA, USA), washed, and stained for extracellular markers. CytoFix/CytoPerm and Perm/Wash Buffer kits (BD, 554714) were used for the intracellular staining steps, according to the manufacturer’s instructions, and stained for intracellular antigens. The samples were analyzed on a LSRFortessa (BD Biosciences, CA, USA). Gating for the analysis was performed as described in Supplementary Figures S1a,b and S2f. Flow cytometry data were analyzed using FlowJo software (TreeStar Inc., OR, USA). The TAM phenotypes were further analyzed via a principal component analysis (PCA) using SIMCA16 (Sartorius, Sweden) and GraphPad Prism.

### 2.6. Bone Marrow (BM) Transplant

To study the melanoma TAM origin, we used two strategies to track BM-derived cells and identify them through the expression of GFP and/or CD45.2^+^. The Myb^fl/fl^Mx-1^cre/wt^ (CD45.1^+^) mice were administered 10 μg/g of Poly(I:C) (P1530, Sigma-Aldrich, MA, USA) i.p. every other day, for a total of 7 times, to induce the genetic depletion of BM precursors. The B6.UBQ-GFP (CD45.2^+^) mice were treated with 200 μg/g of Busulfan (cat#14843, Cayman Chemical, MI, USA) i.p. every day, for a total of 5 times, to induce the chemical ablation of BM precursors. For the adoptive transfer, 10 × 10^6^ BM cells, extracted from the femur and tibia of the B6.UBQ-GFP and B6 donor mice as previously described [28], were transferred retro-orbitally to the Myb^fl/fl^Mx-1^cre/wt^ and B6.UBQ-GFP mice, respectively. Blood samples were extracted from the transplanted mice to evaluate their chimerism (Myb^fl/fl^Mx-1^cre/wt^ every 4 weeks, B6.UBQ-GFP every week). YUMM1.7 tumors were injected after the transplant was stable (Myb^fl/fl^Mx-1^cre/wt^ after 12 weeks, B6.UBQ-GFP after 8 weeks) and the tumors were processed after 2 weeks, along with blood and skin samples. B6.UBQ-GFP-transplanted Myb^fl/fl^Mx-1^cre/wt^ mice were also used to assess the PDVC57 TAM infiltration.

### 2.7. Bulk RNA Sequencing (RNA-Seq) Analysis

To perform a detailed characterization of and comparison analysis between the F4/80^+^ TAM subpopulations, we analyzed their transcriptomes. For this, we sorted the YUMM1.7 TAMs from day 21 tumors, prepared as described above, without fixing them. This timepoint allowed us to sort the necessary cell numbers of each TAM subpopulation for sequencing. The TAMs were sorted in a FACSAria instrument (BD Biosciences) from singlets and Live^+^CD45^+^Lin^−^CD11b^+^ cells and F4/80^high^ and F4/80^low^ were collected and fixed for bulk RNA-seq. The samples were sent to the Yale Center for Genome Analysis (YCGA) for RNA extraction and sequencing. The bulk RNA-seq data were processed with YCGA’s standard alignment pipeline. Protein coding genes with at least ten counts across the samples were retained for downstream analyses. The DESeq2 package in R [29] was then used to correct for batch effects, calculate the differentially expressed genes (DEGs; adjusted *p*-value < 0.05 and |log_2_FC| > 1) across the experimental conditions, and embed the samples in a principal component analysis (PCA) space. The results were visualized using the ggplot2 package in R [30]. A gene set enrichment analysis on the DEGs was performed using the Generally Applicable Gene-set Enrichment (GAGE) package in R [31]. Gene Ontology (GO) biological processes and the Kyoto Encyclopedia of Genes and Genomes (KEGG) were used as reference databases. We performed the gene-set enrichment analysis (GSEA) with the online software from UCSD/Broad Institute [32].

### 2.8. Fluorescent Bead-Based Multiplex Protein Secretion Profiling

To analyze the functional profiles of the YUMM1.7 macrophages, namely to validate the findings from the transcriptomic data, we characterized the signals secreted by the TAM F4/80 subsets. For the supernatant collection, the sorted macrophages were plated at a density of 1 × 10^6^/mL in Petri dishes, incubated at 37 °C ON, and collected, centrifuged, and kept at −80 °C or directly submitted to Eve Technologies Corp (Calgary, AB, Canada). The samples were analyzed with the Mouse Cytokine/Chemokine 44-Plex Discovery Assay^®^ Array (MD44). Most of the detected analytes were within the dynamic range of the standard curves of each analyte, observing no saturation in the samples analyzed. For data analysis purposes, those presenting an out of range (OOR) measurement below the parameter logistic standard curve were systematically replaced with the lowest value obtained for a particular analyte, as per the suggestion of the company. The data were natural log-transformed to aid visualization. The samples were visualized and hierarchically clustered using the clustermap function from the Seaborn module in Python. The non-normalized data were embedded in two dimensions using a PCA, as implemented in the multivariate statsmodels module in Python.

### 2.9. Statistical Analysis

For group comparisons, one-way or two-way ANOVAs with post hoc comparisons and linear regressions were performed in GraphPad Prism 9. Significance annotation: ns = not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## 3. Results

### 3.1. F4/80 Expression Defined YUMM1.7 Melanoma TAM Subsets with Partial Similarities with Skin-Resident Macrophages That Evolved during Tumor Progression

In the C57Bl/6J mice, the YUMM1.7 cells generated fast-growing i.d. tumors, which infiltrated the whole skin compartment, colonizing the dermis and displaying an inflamed epidermis (Figure S1c,d). We performed an analysis of the myeloid infiltrate in the YUMM1.7 tumors. In the 14-day i.d. tumors, we detected an overall low immune infiltration, with a majority of myeloid cells, which was consistent with what had been previously described [33]. F4/80^+^ cells were the predominant myeloid subset (Figure 1a). When looking at Lin^−^MHCII^+^ cells, only a small fraction of them corresponded to dendritic cells (cDC1 and cDC2) or Langerhans cells, confirming TAM prevalence (Figure S1e). CD11b^+^F4/80^+^ macrophages were found in both the YUMM1.7 tumors and normal skin (Figure 1b). Looking closer into the F4/80^+^ TAMs, we could determine F4/80^low^- and F4/80^high^-expressing subsets, as previously described in the skin and other compartments [10]. F4/80^high^ TAMs represented a smaller fraction of the total compared to F4/80^low^ and F4/80^neg^ TAMs (Figure 1c,d). The macrophage F4/80-based subset distribution was mirrored in the skin. Although TAMs were found throughout the tumors, either being evenly distributed or forming F4/80^+^ clusters, macrophages were only sparse in the skin compartment (Figure S1f,g).

To validate the F4/80 subset annotation, we mapped the YUMMMER1.7 TAMs into the monocyte classification based on the Ly6C and MHCII expressions, known as the “monocyte waterfall” [34,35]. The F4/80^high^ subpopulation resembled skin tissue-resident macrophages, with no Ly6C expression; on the contrary, the F4/80^low^ subset aligned with monocyte-derived cells, predominantly Ly6C^+^MHCII^+^ (Figure 1e). We had previously determined that YUMM melanoma TAMs share features with both canonical in vitro M1-like and M2-like profiles, and that BMDMs can be shaped into a TAM-like state through cell–cell communications and interactions in a 3D environment [8]. To study melanoma TAMs in more detail, we phenotypically profiled macrophages from the tumors and normal skin using flow cytometry (Figure S1h,i). We used principal component analysis (PCA) to compare these multi-dimensional phenotypic profiles. PC1 separated samples by F4/80 expression level, which explained most of the variance in these data, and clearly partitioned the TAM subsets (Figure 1f, Figure S1j). F4/80^high^ TAMs were the most heterogeneous between the samples and more similar to the matched F4/80 skin subsets (Figure 1f).

To understand the origin of the differences in the F4/80 TAMs in the i.d.-injected tumors, we examined the individual marker expressions between the tumor- vs. skin-infiltrating macrophages. Skin-resident macrophage chemokine receptor expression patterns showed F4/80 expression to be inversely correlated with CCR2 expression, but positively associated with the expression of CX3CR1 (Figure 1g). Although the TAM subsets had differences in their chemokine receptor expressions, they did not follow the same pattern as the skin-resident cells, with an overall higher co-expression of both markers (Figure 1g). Similarly, the skin monocyte-derived cells had decreasing levels of CSF1R expression as they became more “mature” cells (i.e., MHCII^+^ F4/80^high^), while the TAMs retained significant levels of CSF1R expression and there were less MHCII^−^ cells as the F4/80 expression increased (Figure S1k).

To characterize the dynamics of the F4/80 TAM subsets in the melanoma tumors, we then looked into how these subpopulations changed over time. Interestingly, the F4/80^+^ TAM fraction was enriched from day 7 to day 21, primarily due to a significant increase in the F4/80^high^ subpopulation (Figure 1h,i). The TAM subsets also exhibited a divergence in their phenotype as the tumor progressed (Figure 1j, Figure S1l). When we looked into the canonical M1/M2 markers, there was no clear association between our TAM subsets, or their evolution, with canonical macrophage polarization states, as we have previously described for the general YUMM1.7 TAM population [8]. Higher expressions of iNOS and MHCII were present in more immunosuppressive subsets and at advanced timepoints (Figure 1k,l). Interestingly, a higher percentage of iNOS expression did not necessarily correlate with a higher mean fluorescent intensity, potentially impacting the overall immune performance (Figure S1l).

### 3.2. Despite Exhibiting Some Skin-Resident-like Features, Melanoma TAMs Originated Almost Exclusively from Circulating Monocytes

Given the partial similarities between melanoma TAMs and skin-resident cells, in addition to the observations made in other tumor types [13,16,17,36], we further investigated the TAM ontogeny to better understand their immune function. For this, we used two strategies to track BM precursors and tumor infiltration (Figure 2a and Figure S2a). Chemical BM ablation induced by busulfan generated a model with an almost complete and homogenous BM transplant, while the genetic depletion of the Myb^+^ BM precursor generated a graded engraftment success, allowing for an evaluation of the potential competition between host and donor cells (Figure 2b and Figure S2b). The busulfan-treated mice showed significantly better myeloid cell engraftment, observed in the circulation, which allowed us to evaluate the F4/80 TAM origin.

Using the first approach through chemical ablation, we could determine that, by day 14, all the YUMM1.7 TAMs originated from GFP^−^ donor BM precursors, by comparing the cells in the circulation with the tumor-infiltrating ones (Figure 2c and Figure S2c). We then studied the TAM infiltration in detail using the genetic ablation model, Myb^fl/fl^Mx-1^cre^. There were no differences in the YUMM1.7 tumor growth between the BM-engrafted and non-engrafted mice, and all F4/80 subsets were observed in the infiltrate (Figure S2d,e). We once more used the chimerism observed in the circulating cells to analyze the tumor and skin myeloid infiltration (Figure S2f). The evidence showed that all the melanoma TAMs were derived from BM precursors; the chimerism of each TAM subset matched the host/donor monocyte proportion in circulation (Figure 2d), in the wide spectrum of transplant engraftment. Using this same model, we validated the macrophage infiltration in the mouse skin (Figure S2g). The F4/80^high^ macrophages, previously described to be Myb-independent during development and to colonize the tissue and self-renew [10], showed lower levels of chimerism in the skin compared to monocytes in circulation (Figure S2h). We also analyzed the TAMs in a non-melanoma skin cancer model, PDVC57 [37], to compare the macrophage infiltration in the dermal compartment (Figure S2i,j). In the PDVC57 tumors, we observed the same F4/80-based TAM subsets, as in YUMM1.7 tumors. But, interestingly, while the F4/80^low^ TAMs exclusively originated from BM precursors, the F4/80^high^ TAMs showed a mixed origin. Based on these observations in the Myb^fl/fl^Mx-1^cre^ model, the TAM origin in YUMM1.7 could not be exclusively attributed to the dermal location of the tumors. We further validated the macrophage infiltration via tissue immunofluorescence. Shown in Figure 2e, increasing levels of chimerism in the Myb^fl/fl^Mx-1^cre/wt^ mice corresponded with a higher amount of GFP^+^ F4/80^+^ in the tumor, while the Mx-1^wt/wt^ controls, with minimal engraftment, showed no F4/80^+^ donor cells. In the busulfan-treated mice, with over 95% of myeloid donor cells, only non-immune stromal cells were GFP^+^ (Figure S2i).

### 3.3. Melanoma F4/80^+^ TAM Subsets Have Distinct Immunosuppressive Profiles with Specific Active Metabolic and Functional Pathways

Despite having a common BM origin, the F4/80^+^ melanoma TAMs evolved into phenotypically diverging subsets. To understand in more detail the differences between these F4/80^+^ TAM subsets, and their relationship with immunosuppression and tumor-supportive functions, we performed bulk RNA-seq. We collected data from the F4/80^high^ and F4/80^low^ TAM subsets sorted from the YUMM1.7 tumors in three independent experiments, with approximately 0.15–1.50 × 10^6^ cells per replicate (Figure S3a). 

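YUMM1.7 is a mouse melanoma cell line, and its tumors were grown in the skin of C57Bl/6J mice. F4/80 is a surface protein of macrophages that is encoded by *Adgre1*. On day 21, F4/80 high and F4/80 low TAMs were sorted from 10 pooled tumors in each of 3 independent experiments, and RNA libraries were made by selecting poly-A transcripts. This gave 6 libraries, 3 of each subset, named here by their replicate number. The authors deposited the number of reads counted on each of 23424 genes in each library, with no normalization and no filter on low counts. The paper's text does not name the aligner, the counting tool, the gene annotation or the use of strand. The total counts were 30292061, 43604373 and 16045281 in F4/80 high replicates 1, 2 and 3, and 32967733, 32560608 and 16204810 in F4/80 low replicates 1, 2 and 3. Fig. S3b draws replicates 1 and 2 of both subsets as batch 1 and replicate 3 of both subsets as batch 2. The batch 2 libraries were the smallest, and 3 features (*Lars2*, *Gm23935* and *Gm15564*) took 17.1% and 16.1% of their counts, against 0.378% to 0.609% in batch 1. Protein-coding genes held 97.2% to 97.9% of the counts in batch 1 and 89.3% and 89.9% in batch 2. From these counts, the 14645 protein-coding genes with at least 10 counts summed over the 6 libraries were kept, which is the filter the paper states. The subsets were compared with edgeR's quasi-likelihood test after TMM normalization, with batch as a term. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1 were called DEGs, as in the paper, which used DESeq2. Positive fold changes are higher in F4/80 high TAMs, and CPM are scaled to the normalized library size. The tool, the pairing of subsets by experiment and the leaving out of 1 library each changed how many genes passed. *Adgre1* lies on chromosome 17 from 57358691 to 57483527 of GRCm38 in the GENCODE M21 annotation, as do the positions given for other genes. It measured 391 ± 136 CPM in F4/80 high and 251 ± 71.9 CPM in F4/80 low TAMs (SD, n = 3 each) and was higher in F4/80 high in 3 of 3 replicate pairs. Its log2 fold change was 0.67 (SE 0.30, edgeR adjusted p = 0.664), and 0.36 without F4/80 high replicate 2.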

Considering only protein-coding genes, the F4/80^high^ and F4/80^low^ samples were separated in a two-dimensional space by PCA and unsupervised hierarchical clustering revealed distinct transcriptional patterns across the TAM subsets (Figure 3a and Figure S3b). 

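The PCA used log2 CPM of the 500 most variable of the 14645 genes, with the batch difference removed and the subset kept in the model. PC1 held 44.9% and PC2 31.9% of the variance. On PC1, F4/80 high replicates 1, 2 and 3 scored -12.3, 42.1 and 30.2, and F4/80 low replicates 1, 2 and 3 scored -21.5, -8.29 and -30.2. F4/80 high replicate 1 lay below F4/80 low replicate 2, so the subsets overlapped along PC1 (two-sided exact permutation test of the scores, p = 0.2). On PC2 the same exact permutation test gave p = 0.7. With 3 libraries against 3, the smallest p this test allows is 0.1. In the plane of PC1 and PC2 a straight line parted the subsets, with a gap of 0.00232 between them where PC1 spans 72.3, and straight lines also part 4 of the other 9 ways to divide the 6 libraries into 3 and 3. With DESeq2's variance-stabilizing transformation the gap was 2.94, where PC1 spans 51.6. Because replicate 3 is the only member of batch 2 in each subset, removing the batch places the replicate 3 libraries at equal and opposite scores. Average-linkage clustering of the same values into a pair of clusters put F4/80 high replicate 1 with the 3 F4/80 low libraries. With the batch left in, PC1 held 77.1% of the variance, and the first division of the tree separated batch 1 from batch 2. With the replicate number removed in place of the batch, PC1 held 52.6% of the variance, and the libraries of each pair lay at equal and opposite scores. The 3 F4/80 high libraries then lay on one side of PC1 and clustered apart from the 3 F4/80 low libraries. Random signs in 3 such pairs would put them on one side 1 time in 4, so this is no test of the subsets. The batch term had an edgeR adjusted p under 0.05 in 6245 of the 14645 genes.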

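With batch as a term, edgeR called 0 of 14645 genes between the F4/80 high and F4/80 low TAMs, and the lowest adjusted p was 0.434. At an unadjusted p under 0.05 there were 1113 genes, 480 higher in F4/80 high and 633 higher in F4/80 low. With DESeq2 and the same batch term, 150 genes were called, 46 higher in F4/80 high and 104 higher in F4/80 low. With the replicate number as a block in place of the batch, so that each F4/80 high library is compared with the F4/80 low library of its own experiment, edgeR called 76 genes, 34 higher in F4/80 high and 42 higher in F4/80 low. DESeq2 and the block called 40 genes in common, all in the same direction. With no batch term, edgeR called 0 genes and 253 had an unadjusted p under 0.05. Leaving out F4/80 high replicate 1 gave 57 calls, 32 higher in F4/80 high and 25 higher in F4/80 low, and 1985 genes with an unadjusted p under 0.05. That count of calls fell to 3 when protein-coding genes were taken by the biotype in the deposited tables, an alternative chosen after the data were seen, with 1983 genes at an unadjusted p under 0.05, so most of the 57 calls lie close to the threshold. Leaving out F4/80 high replicate 3 gave 0 calls and 555 such genes. With either replicate 3 library left out, the batch term absorbs the other. The fit then compares the batch 1 libraries alone. Since the fit with batch called no gene, the genes with the largest fold changes were taken from the fit with the block, after this count was seen, among calls with a mean log2 CPM of at least 1 and one direction in all 3 replicate pairs. Higher in F4/80 high were *Cd163* (log2 fold change 2.90), *Gas6* (2.81), *Fcrls* (2.75), *Pf4* (2.50) and *Ms4a14* (2.47), with SE from 0.37 to 0.48 and edgeR adjusted p from 0.0317 to 0.0474. Higher in F4/80 low were *Cd209a* (-2.21), *Nxpe4* (-1.94), *Steap4* (-1.92), *Vcan* (-1.86) and *Chil3* (-1.86), with SE from 0.19 to 0.34 and edgeR adjusted p from 0.0253 to 0.0434. For these 10 genes, the adjusted p with batch as a term was between 0.434 and 0.696, and over the alternatives it ran from 3.18e-14 to 1.00.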

The identification of the differentially expressed genes (DEGs) revealed key transcriptional differences between the F4/80^high^ and F4/80^low^ melanoma TAMs (Figure S3c, top 50). Interestingly, both TAM subsets expressed mutually exclusive groups of M2-like immunosuppressive markers. Of note was that the F4/80^low^ TAMs overexpressed *Chil3*, *Mmp9*, and *Ear2*, while the F4/80^high^ TAMs had elevated expressions of the scavenger receptors *Mrc1*, *Mertk*, and *Cd163* (Figure 3b). 

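All 6 genes changed in the stated direction in 3 of 3 replicate pairs. *Chil3* (ENSMUSG00000040809) lies on chromosome 3 from 106147554 to 106167564 and encodes a chitinase-like protein. It measured 291 ± 174 CPM in F4/80 high and 996 ± 409 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change -1.82, SE 0.34, adjusted p = 0.434 by edgeR). *Mmp9* (ENSMUSG00000017737) lies on chromosome 2 from 164940780 to 164955850 and encodes a matrix metalloproteinase. It measured 96.3 ± 66.5 CPM in F4/80 high and 302 ± 252 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change -1.51, SE 0.35, adjusted p = 0.440 by edgeR). *Ear2* (ENSMUSG00000072596) lies on chromosome 14 from 44102654 to 44103534 and encodes an eosinophil-associated ribonuclease. It measured 5.67 ± 3.53 CPM in F4/80 high and 18.2 ± 0.718 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change -1.72, SE 0.43, adjusted p = 0.440 by edgeR). *Ear2* has close paralogs, and *Chil3* has one in *Chil4*, so reads of these genes could have been split by the authors' counting, and both values are uncertain to that extent. Eosinophil genes outside those the study names were also lower in F4/80 high, which bears on *Ear2*. *Mrc1* (ENSMUSG00000026712) lies on chromosome 2 from 14229392 to 14332057 and encodes the mannose receptor CD206. It measured 809.9 ± 519 CPM in F4/80 high and 162.5 ± 90.5 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 2.18, SE 0.56, adjusted p = 0.443 by edgeR). *Mertk* (ENSMUSG00000014361) lies on chromosome 2 from 128698956 to 128802894 and encodes a receptor tyrosine kinase that binds apoptotic cells. It measured 86.5 ± 41.9 CPM in F4/80 high and 28.3 ± 10.2 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 1.63, SE 0.39, adjusted p = 0.440 by edgeR). *Cd163* (ENSMUSG00000008845) lies on chromosome 6 from 124304656 to 124330527 and encodes a haemoglobin scavenger receptor. It measured 27.9 ± 32.4 CPM in F4/80 high and 4.67 ± 6.35 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 2.89, SE 0.87, adjusted p = 0.504 by edgeR). For *Cd163* the SD exceeded the mean in both subsets, and F4/80 low replicate 3 held 2 counts. Without F4/80 high replicate 2 its log2 fold change was 1.98 and without F4/80 low replicate 2 it was 4.51. That of *Mertk* was 1.03 without F4/80 high replicate 2. With the replicate number as a block, the edgeR adjusted p was 0.0253 for *Chil3*, 0.0304 for *Mmp9*, 0.0272 for *Mrc1*, 0.0381 for *Mertk* and 0.0317 for *Cd163*, and 0.104 for *Ear2*, which was not called. With DESeq2 and the batch term, the adjusted p was 3.45e-04 for *Chil3*, 0.00699 for *Mmp9*, 0.0234 for *Ear2*, 0.00668 for *Mrc1* and 0.0160 for *Mertk*, and 0.204 for *Cd163*, which was not called. Without F4/80 high replicate 1, edgeR called *Chil3* (adjusted p = 0.0477), *Ear2* (0.0478), *Mrc1* (0.0478) and *Mertk* (0.0477), and not *Mmp9* (0.0856) or *Cd163* (0.0591). With the biotype of the deposited tables in that fit, chosen after the data were seen, 0 of the 6 genes were called (lowest adjusted p 0.0543). Over 20 alternatives (19 for *Cd163*, which one filter removed), the lowest adjusted p was 3.18e-14 for *Chil3*, 1.07e-07 for *Mmp9*, 0.00141 for *Ear2*, 2.31e-13 for *Mrc1*, 4.69e-06 for *Mertk* and 4.06e-08 for *Cd163*. Each was by DESeq2 with the block, which was chosen after the data were seen. The highest was 1.00 for each, without F4/80 high replicate 3 and without F4/80 low replicate 3. Both of these fits compare the batch 1 libraries alone, so they are not separate results.

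**Figure D1:**
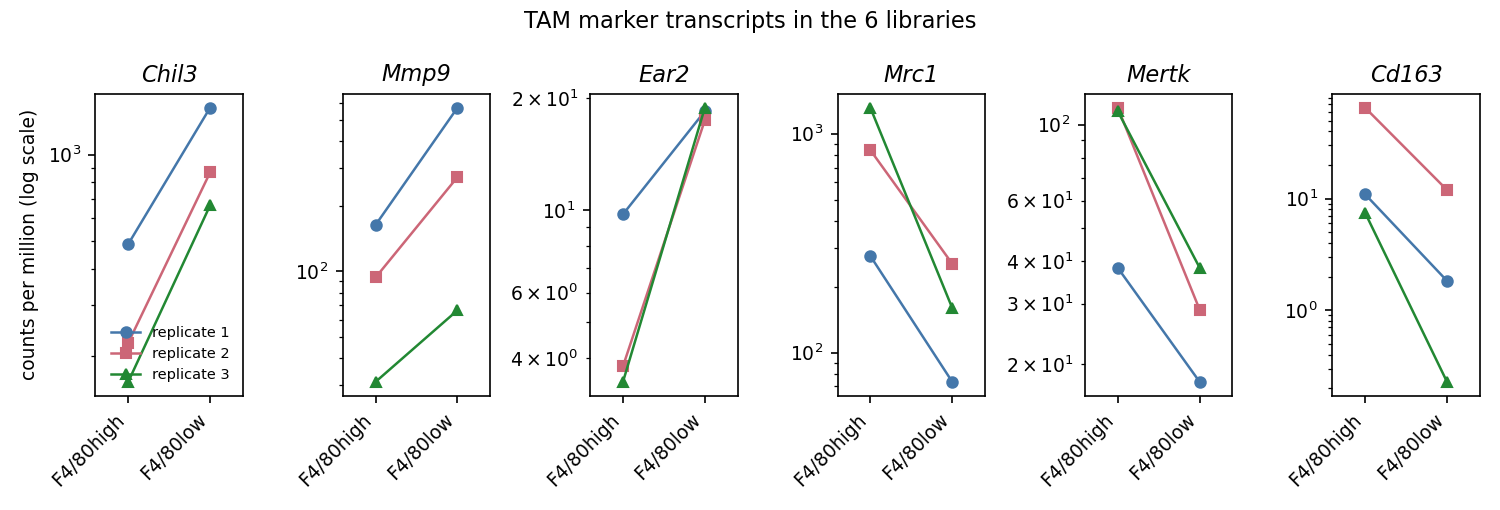
CPM of 6 transcripts (vertical axes, log scale) in each library of the F4/80 high and F4/80 low TAMs (horizontal axes). Lines join the libraries of one replicate pair. *Chil3*, *Mmp9* and *Ear2* are lower and *Mrc1*, *Mertk* and *Cd163* are higher in F4/80 high in each of the 3 pairs.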

Each TAM subset also showed an upregulation of specific chemokines and chemokine receptors. 

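The test covered 52 genes, 30 of chemokines and 22 of chemokine receptors, taken by symbol from those kept. Of these, 24 were higher in F4/80 high and 28 higher in F4/80 low, and 13 had an unadjusted p under 0.05. Called with an absolute log2 fold change above 1, 0 genes passed when adjusted over all genes and 0 when adjusted over the list alone, where the lowest edgeR adjusted p was 0.0539. As separate lists, 2 chemokines and 1 receptor were called. The alternative that moved this most among fits of all 6 libraries was DESeq2 with the replicate number as a block, chosen after the data were seen, with 9 calls over all genes and 10 over the list alone. With no batch term, 0 genes were called in either way and 1 had an unadjusted p under 0.05. With the block and edgeR the calls were 5 over all genes and 8 over the list alone, and with DESeq2 and the batch term 3 and 5. Without F4/80 high replicate 1, edgeR called 15 genes over the list alone, 6 higher in F4/80 high and 9 higher in F4/80 low. It called 5 without F4/80 high replicate 2 and 1 without F4/80 low replicate 2. The study labels *Ccr3*, *Cxcl3* and *Ccl4* in Fig. 3b from these libraries, so for them the adjustment over the list alone is not independent evidence. Higher in F4/80 high in 3 of 3 pairs were *Ccl8* on chromosome 11 from 82115185 to 82116799 (log2 fold change 1.56, SE 0.40, adjusted p = 0.443 by edgeR), *Ccl4* (log2 fold change 0.85, SE 0.23, adjusted p = 0.461 by edgeR) and *Cxcl16* (log2 fold change 0.89). Higher in F4/80 low in 3 of 3 pairs were *Cxcl3* (log2 fold change -1.20, SE 0.30, adjusted p = 0.440 by edgeR), *Cxcl2* (log2 fold change -0.60) and *Ccl6* (-0.71). Of the receptors, *Cx3cr1* on chromosome 9 from 119901616 to 120069879 measured 264 ± 186 CPM in F4/80 high and 120.1 ± 80.7 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 1.15, SE 0.36, adjusted p = 0.524 by edgeR; log2 fold change 0.72 without F4/80 high replicate 2), and *Ccr9* (1.03) was also higher in F4/80 high. *Ccr3* on chromosome 9 from 124021972 to 124031689 measured 64.1 ± 23.5 CPM in F4/80 high and 198 ± 69.6 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change -1.65, SE 0.36, adjusted p = 0.440 by edgeR), and *Cxcr2* (-1.55) and *Ccr2* (-0.60) were also higher in F4/80 low. *Ccr3* and *Cxcr2* are on the eosinophil and neutrophil gene lists, and most other members of both lists were lower in F4/80 high as well. With the block, the genes called over all genes were *Ccl7* (log2 fold change 2.05), *Ccl12* (1.92) and *Cx3cr1* (1.13), higher in F4/80 high, and *Ccl22* (-1.56) and *Cxcr2* (-1.49), higher in F4/80 low, with edgeR adjusted p from 0.0253 to 0.0463. Of these, *Ccl7*, *Ccl12* and *Ccl22* were named after their values were seen. Each of these 5 genes went one way in 3 of 3 pairs. Over 20 alternatives, the adjusted p of *Ccl7* ran from 5.18e-16 to 1.00 and that of *Cx3cr1* from 3.25e-05 to 1.00.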

Most importantly, these two TAM subpopulations have gene profiles similar to TAM clusters previously identified in other tumor models and the human setting [26,38,39,40].

We further identified differences between the cellular and metabolic programs of the F4/80^high^ and F4/80^low^ TAM subsets. Gene-set enrichment analysis (GSEA) (Supplementary Figure S3d) revealed that the F4/80^high^ TAMs had upregulated oxidative phosphorylation, with increased expression of *Igf1* and *Cd38*, and lipid metabolism through the peroxisome pathway, while also showing increased proliferation pathways, such as the G2M checkpoint, as well as protein secretion (Figure 3b,c,e and Figure S3d,e). In contrast, the F4/80^low^ cells were enriched for proinflammatory signaling pathways, such as TNFα signaling via NFκB, IFNα, and IFNγ signaling, along with responses to hypoxia and angiogenesis. These also showed expression of glycolysis-associated ABC- and glutamate-transporter genes, along with upregulated glycolysis KEGG metabolic pathways (Figure 3d,e and Figure S3e). These results highlighted important differences in terms of the metabolic heterogeneity, proliferative capacity, and self-renewal of the YUMM1.7 melanoma TAMs.

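The Hallmark and KEGG collections were not used here, so 17 lists of genes were written by hand after the pathways the paper names. Each list was tested with camera of limma at a preset inter-gene correlation of 0.01, with batch as a term, and adjusted over the 17 lists. Lists were called at an adjusted p under 0.05, whereas the paper took Hallmark sets by GSEA at a looser FDR threshold. In the fit with batch, 12 lists had an adjusted p under 0.05, 6 higher in F4/80 high and 6 higher in F4/80 low. With fry, which estimates the correlation of the genes from the residuals, 0 of the 17 lists were called (lowest adjusted p 0.125), and with camera at an estimated correlation 0 were called (lowest adjusted p 0.579), while 2 and 1 of the 17 lists had an unadjusted p under 0.05 in these tests. Fry with the replicate number as a block called the S phase, TNFα and monocyte lists (adjusted p = 0.0185 each). Oxidative phosphorylation genes of the nucleus had a median log2 fold change of 0.12 (63 of 78 genes higher in F4/80 high, camera adjusted p = 0.00789). Their median was 0.37, -0.05 and 0.09 in replicate pairs 1, 2 and 3, and -0.02 without F4/80 low replicate 1 and 0.27 without F4/80 low replicate 2. The camera adjusted p was 0.0604 with no batch term, and over 23 alternatives it ran from 4.31e-06 to 0.857. The 13 genes of the mitochondrial genome had a median log2 fold change of 0.43 (13 of 13 genes higher in F4/80 high, camera adjusted p = 0.0115). Their median was 0.30, 1.14 and -0.09 in the 3 pairs, and 0.09 without F4/80 high replicate 2 and 0.73 without F4/80 high replicate 3. Of these, *mt-Co2*, *mt-Co3*, *mt-Atp6*, *mt-Atp8*, *mt-Nd3* and *mt-Nd4l* were lower in F4/80 high in pairs 1 and 3 and higher in pair 2, unlike the other 7. *Igf1* lies on chromosome 10 from 87858265 to 87937042 and measured 44.3 ± 27.1 CPM in F4/80 high and 10.2 ± 2.56 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 2.12, SE 0.48, adjusted p = 0.440 by edgeR; higher in 3 of 3 pairs). *Cd38* lies on chromosome 5 from 43868553 to 43912375 and measured 169 ± 74.9 CPM in F4/80 high and 62.6 ± 9.95 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 1.44, SE 0.35, adjusted p = 0.440 by edgeR; higher in 3 of 3 pairs). DESeq2 called both, with adjusted p = 0.00557 and 0.0203, and edgeR with the block called neither (adjusted p = 0.0652 and 0.0528). Without F4/80 high replicate 1, edgeR called *Igf1* (adjusted p = 0.0259) and *Cd38* (0.0477), of which *Cd38* was not called there with the biotype of the deposited tables (0.0543; chosen after the data were seen). Over 20 alternatives the adjusted p of *Igf1* ran from 2.98e-05 to 1.00 and that of *Cd38* from 3.68e-05 to 1.00. Without F4/80 high replicate 2, their log2 fold changes were 1.36 and 0.91. The peroxisome list had a median log2 fold change of -0.03 (25 of 53 genes higher in F4/80 high, camera adjusted p = 0.662), with pair medians of -0.01, 0.09 and 0.04, and 0.00131 with library size as the only scaling. Its median was 0.05 without F4/80 high replicate 1. The median of the G2M list was 0.36, with 45 of 54 genes higher in F4/80 high (camera adjusted p = 8.26e-06). It was 0.21, 0.47 and 0.38 in the 3 pairs, and 0.15 without F4/80 high replicate 2. The protein secretion list had a median log2 fold change of 0.03 (33 of 58 genes higher in F4/80 high, camera adjusted p = 0.596). It was -0.11 without F4/80 high replicate 2 and 0.08 without F4/80 high replicate 1. Of 695 Reactome sets of 15 to 300 genes, camera called 26 higher in F4/80 high and 21 higher in F4/80 low, and fry called 0. G2/M checkpoints had a median log2 fold change of 0.25 (camera adjusted p = 0.00591, 37 of 51 genes higher), respiratory electron transport 0.13 (adjusted p = 0.0208, 63 of 75 higher) and peroxisomal lipid metabolism 0.01 (adjusted p = 0.745).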

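The lists of these programs are those tested with camera and batch as a term. The TNFα list had a median log2 fold change of -0.38 (12 of 48 genes higher in F4/80 high, camera adjusted p = 0.00119), and a median of -0.35 with 1 gene that was at or under 3 counts in every library of one subset set to its bound. Its median was -0.36, -0.36 and -0.32 in replicate pairs 1, 2 and 3, and -0.20 without F4/80 low replicate 1 (adjusted p = 0.157; from 7.40e-06 to 0.601 over 23 alternatives). *Cebpb* (log2 fold change -0.84) and *Birc3* (-0.89) were lower in F4/80 high in 3 of 3 pairs, as was *Cxcl3*, while *Ccl4* of the same list was higher. The IFNα list had a median log2 fold change of -0.44 (2 of 38 genes higher in F4/80 high, camera adjusted p = 3.19e-06). Its median was 0.01, -0.88 and -0.65 in the 3 pairs, so that pair 1 showed no difference, and -0.86 without F4/80 high replicate 1 and -0.24 without F4/80 high replicate 2. *Rsad2* had a log2 fold change of -0.77 (SE 0.29, edgeR adjusted p = 0.598; lower in F4/80 high in 3 of 3 pairs). The IFNγ list had a median log2 fold change of -0.19 (10 of 39 genes higher in F4/80 high, camera adjusted p = 0.0618). It was 0.20, -0.61 and -0.25 in the 3 pairs, and -0.51 without F4/80 high replicate 1 and 0.02 without F4/80 high replicate 2. Its median was -0.24 with the replicate number as a block, and its camera adjusted p 0.0328 (from 5.17e-05 to 0.784 over 23 alternatives). The hypoxia list had a median log2 fold change of -0.07 (16 of 33 genes higher in F4/80 high, camera adjusted p = 0.498). It was -0.27, 0.09 and -0.08 in the 3 pairs, and -0.31 without F4/80 high replicate 2 and 0.07 without F4/80 low replicate 2, so its direction was not settled by these libraries. The camera adjusted p of hypoxia was 0.0252 without F4/80 high replicate 2, the lowest of 23 alternatives, of which the highest was 0.858. The angiogenesis list had a median log2 fold change of -0.34 (15 of 33 genes higher in F4/80 high, camera adjusted p = 0.310), with pair medians of -0.22, -0.90 and 0.00, and -0.45 without F4/80 high replicate 1 and -0.11 without F4/80 low replicate 1. *Vegfa*, on chromosome 17 from 46016993 to 46032369, measured 311 ± 34.5 CPM in F4/80 high and 490.1 ± 93.5 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change -0.65, SE 0.22, adjusted p = 0.539 by edgeR; lower in F4/80 high in 3 of 3 pairs). The Reactome set of interferon signaling had a median log2 fold change of -0.19 (camera adjusted p = 0.0445, 30 of 109 genes higher in F4/80 high).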

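The ABC transporters were taken by symbol, a wider group than the glycolysis-associated genes of the paper, which its text does not list. Of 37 such genes, 20 were higher in F4/80 high and 17 higher in F4/80 low, and 10 had an unadjusted p under 0.05. With an absolute log2 fold change above 1, 0 were called when adjusted over all genes and 4 when adjusted over the list alone, 2 in each direction. Higher in F4/80 low were *Abca6* (log2 fold change -5.17, SE 1.32, edgeR adjusted p over the list 0.0355), which the study labels in Fig. 3b and which held at most 4 counts in any F4/80 high library, and *Abcc2* (log2 fold change -2.09, SE 0.49, edgeR adjusted p over the list 0.0355). Higher in F4/80 high were *Abcb1b* (log2 fold change 1.34, SE 0.27, edgeR adjusted p over the list 0.0277) and *Abcc3* (log2 fold change 1.57, SE 0.41, edgeR adjusted p over the list 0.0355). *Abcb1b* has a close paralog in *Abcb1a*, so its counts are uncertain to the extent that reads were shared. Each of these 4 genes went one way in 3 of 3 pairs. *Abca1* (0.90) was higher and *Abcd2* (-0.89) lower in F4/80 high in 3 of 3 pairs, and neither passed the fold threshold. With DESeq2 and the batch term, 4 genes were called over all genes and 6 over the list alone, and with edgeR and no batch term 0 over the list alone, where 3 had an unadjusted p under 0.05. Leaving out F4/80 high replicate 1 gave 8 calls over the list alone and 1 over all genes (0 over all genes with the biotype of the deposited tables, chosen after the data were seen), leaving out F4/80 high replicate 2 gave 3, and leaving out any of the other 4 libraries gave 0. The test of 14 genes of glutamate transporters and receptors gave a median log2 fold change of -0.69 (2 of 14 genes higher in F4/80 high, camera adjusted p = 8.69e-04). Its median was -0.36, -0.82 and -0.35 in the 3 pairs, and unchanged at -0.69 with 3 genes at or under 3 counts in every library of one subset set to their bounds. The filter of at least 10 counts in every library left 6 of the 14 genes. Their median was smaller, at -0.32 (camera adjusted p = 0.0419). *Grm6* (log2 fold change -3.85) was lower in F4/80 high, and the study labels it in Fig. 3b. *Slc7a11* had a log2 fold change of -0.96 (SE 0.33, edgeR adjusted p = 0.533; lower in F4/80 high in 3 of 3 pairs). *Slc1a3*, at or under 3 counts in every F4/80 low library, was at least 2.13-fold higher in F4/80 high, though F4/80 high replicate 3 held 0 counts of it. The glycolysis list had a median log2 fold change of -0.21 (2 of 21 genes higher in F4/80 high, camera adjusted p = 0.0382). Its median was -0.51, 0.14 and -0.30 in the 3 pairs, so that pair 2 went the other way, and -0.38 without F4/80 high replicate 2 and -0.06 without F4/80 high replicate 3. Its camera adjusted p was above 0.05 without F4/80 high replicate 1 or 3 and without F4/80 low replicate 1 or 3, and ran from 4.54e-04 to 0.686 over 23 alternatives. With the block and the trend of fold change with gene length and GC content removed, its median was -0.10 (camera adjusted p = 0.128), an alternative chosen after the data were seen. *Slc16a3* had a log2 fold change of -0.78 and *Slc2a1* of -0.37, each lower in F4/80 high in 3 of 3 pairs. The Reactome glycolysis set had a median of -0.13 (camera adjusted p = 0.487).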

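On the proliferative programs, the S phase list had a median log2 fold change of 0.37 (36 of 43 genes higher in F4/80 high, camera adjusted p = 3.20e-06), with medians of 0.37, 0.43 and 0.41 in replicate pairs 1, 2 and 3. The ribosome biogenesis list had a median log2 fold change of 0.26 (32 of 37 genes higher in F4/80 high, camera adjusted p = 0.00316), with pair medians of 0.31, 0.12 and 0.36, and 0.15 without F4/80 high replicate 2. *Mki67*, on chromosome 7 from 135689784 to 135716361, measured 70.8 ± 19.8 CPM in F4/80 high and 54.8 ± 15.3 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 0.36, SE 0.30, adjusted p = 0.790 by edgeR; higher in F4/80 high in 3 of 3 pairs). Its log2 fold change was 0.08 without F4/80 low replicate 3, and also 0.08 without replicate 3 in both subsets. *Nusap1* of the G2M list had a log2 fold change of 1.04 (SE 0.31, edgeR adjusted p = 0.504), while *Cks2* of that list was lower in F4/80 high (-0.73), each in 3 of 3 pairs. The paper's reasoning runs from the genes called by DESeq2 to gene sets. It takes the sets higher in F4/80 high TAMs (oxidative phosphorylation, peroxisome, G2M checkpoint and protein secretion) and those higher in F4/80 low TAMs (TNFα, interferon, hypoxia, angiogenesis and glycolysis), and from these it concludes that the subsets differ in metabolism, proliferative capacity and self-renewal.

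**Figure D2:**
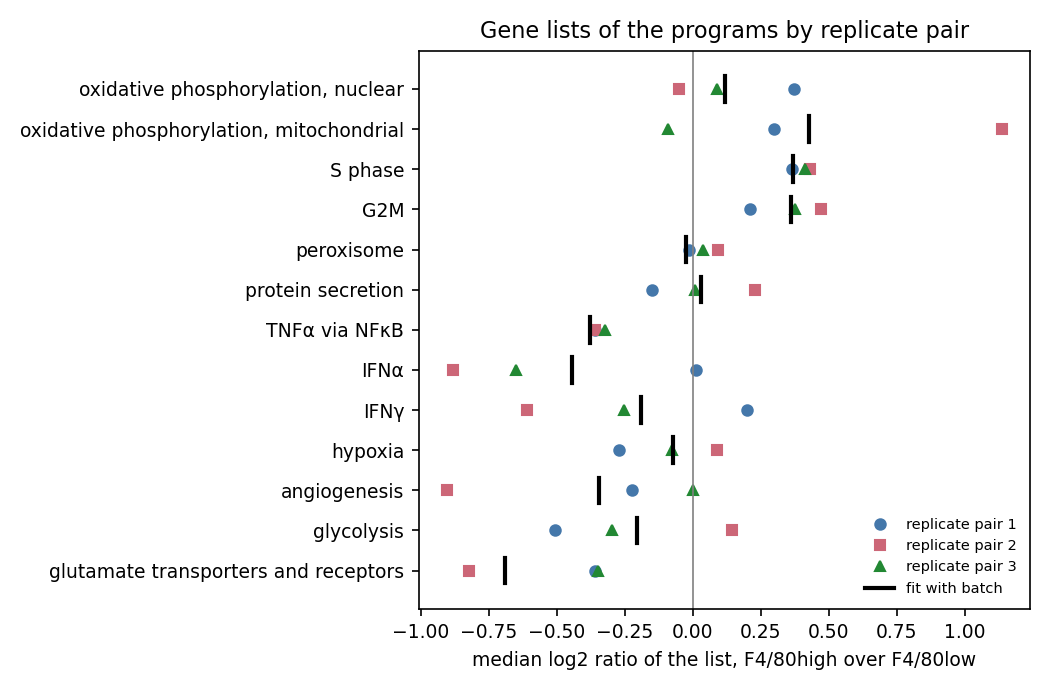
Median log2 ratio of F4/80 high over F4/80 low TAMs (horizontal axis) for the genes of 13 lists (vertical axis). Points are the medians in each of the 3 replicate pairs, and black bars are the medians of the fitted log2 fold changes with batch as a term. The S phase points lie between 0.37 and 0.43, and the IFNα points between -0.88 and 0.01.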

To validate the functional differences and pathways inferred from the RNA-seq analysis, we screened for the secretion of cytokines and chemokines with relevant immune functions in the TME. For this purpose, we profiled the supernatants from sorted F4/80^high^, F4/80^low^, and F4/80^neg^ melanoma TAM subsets, through a multiplex bead-based secretion assay. Protein secretion showed differences in the melanoma F4/80 TAM subsets for growth factors, pro-inflammatory and immunosuppressive cytokines, and immune-trafficking chemokines. PCA-embedding of the secretion data showed that, despite the heterogeneity across the replicates, the F4/80 TAM subsets were separated along PC2 (Figure 3f). The PC coefficients identified factors contributing to the differences across the TAM subsets (Figure S3f). To identify the potential drivers of the functional divergence between the F4/80 subsets, we looked into the secreted factors individually (Figure S3g). When contrasting the F4/80^high^ and F4/80^low^ TAMs, F4/80^high^ showed significantly higher levels of IL-15, IL-16, and CX3CL1, and higher trends for IFNβ1, IL-1α, CCL3, CXCL5, IL-20, M-CSF, and IL-4, while F4/80^low^ secreted more VEGF, GM-CSF, IL-1β, IL-10, CCL2, CXCL1, CXCL2, CXCL10, and CCL22, with trends for G-CSF, TNF-α, IFN-γ, IL-5, IL-9, and CCL11 (Figure S3g). These profiles partially validated some of the transcriptome profiles, adding to the phenotypic differences established using flow cytometry. 

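The libraries held 22 tested genes of the secreted proteins, 9 of proteins that the paper reports as higher from F4/80 high TAMs and 13 of those it reports as higher from F4/80 low TAMs, where both groups include proteins that the paper gives only as trends. The transcript was higher in the same subset as the protein for 3 of the 9 and 6 of the 13. This is 9 of 22 genes (two-sided exact binomial test against equal chances, p = 0.523). Leaving out one library at a time gave 8 to 10 of 22. Some of these genes had few counts. With at least 10 counts in every library, the directions matched for 1 of 7 and 5 of 9, or 6 of 16 genes. The proteins were measured in supernatants after the sorted cells were incubated overnight, and the transcripts in sorted cells without that step. With edgeR and batch as a term, 0 of the 22 were called over all genes and 0 when adjusted over the list alone (lowest adjusted p 0.141), while 3 had an unadjusted p under 0.05. Among the proteins that the paper gives as more than trends, *Vegfa*, *Cxcl2* and *Il1b* went with their proteins in 3 of 3 replicate pairs, and *Cx3cl1* (log2 fold change -0.49), *Il16* (-0.29) and *Ccl2* (0.85) went against them in 3 of 3 pairs, as did *Il10*. *Il10*, whose protein the paper reports as higher from F4/80 low TAMs, measured 17.8 ± 4.77 CPM in F4/80 high and 9.81 ± 1.77 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 0.86, SE 0.30, edgeR adjusted p = 0.534; higher in F4/80 high in 3 of 3 pairs). *Ccl3* (log2 fold change 0.50) was higher in F4/80 high in 3 of 3 pairs, the way of a trend that the paper gives for its protein, and *Ifng* (1.11) was higher in F4/80 high in 2 of 3 pairs, against a trend of its protein. *Tnf* (0.53) was higher and *Csf1* (-0.56) lower in F4/80 high in 3 of 3 pairs. Both went against trends of their proteins, and both were named after their values were seen. The block fit called 1 gene over all genes, *Ccl22*, which went with its protein in 3 of 3 pairs. Leaving out F4/80 high replicate 1 or F4/80 high replicate 2, edgeR called 1 gene each over the list alone.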

Finally, we hierarchically clustered the bulk secretion data to define patterns in the trends contributing to the differences in the F4/80 TAM subsets. We identified seven functional clusters, determining an overall low or high secretion across the subsets (clusters one and four) and a clear trend across the subsets (clusters two and five), while the others were less defined and harder to interpret, primarily due to sample-to-sample heterogeneity (Figure 3g).

## 4. Discussion

In the present study, we analyzed the YUMM1.7 melanoma model and identified distinct TAM subsets based on their F4/80 expressions. Interestingly, they partially matched prior monocyte/macrophage classification systems, but there was a need to better understand the melanoma TAM origin and dynamics during tumor progression. The F4/80^high^ TAM fraction was shown to increase over time and a display tissue-resident-like phenotype. Previous seminal work [10] has shown that F4/80^bright^ and yolk-sac macrophages have increased expressions of receptors *Cx3cr1* and *Csf1*, along with proliferation markers. However, the key phenotypic markers in YUMM1.7 F4/80^high^ TAMs, such as CSF1R and chemokine receptors, showed strong differences, which make them resemble recruited monocytes. The RNA-seq signatures we identified in the melanoma F4/80 subsets could be mapped into TAM clusters that were recently identified through scRNAseq gene signatures from different tumor types and pathologies, most of which were shown to have mixed ontogeny [26,38,39,41,42]. Interestingly, the fate-mapping of the monocytes determined that all the melanoma TAMs had a BM origin, although they differentiated over time into two separate subsets with different phenotypic profiles. Furthermore, the transcriptional profiling showed the F4/80^high^ subset to have features resembling tissue-resident macrophages from an embryonic origin, such as microglia, a phenomenon that has been seen in other tissue contexts [43]. These results emphasize the role of environmental cues in shaping macrophage identity and function, with BM-derived melanoma TAMs rapidly mimicking skin-resident cells.

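A list of 31 genes of microglia and other tissue-resident macrophages had a median log2 fold change of 1.33 (27 of 31 genes higher in F4/80 high, camera adjusted p = 1.88e-09). The list was not called by fry (adjusted p = 0.288) or by camera at an estimated correlation (0.579). Nor was it called by fry with the block (0.0911), which was chosen after the data were seen. The study picked 9 of the 31 from these libraries, so those are not independent evidence. Among them are *Olfml3*, *Gpr34* and *C1qa*, whose values follow. The list's median was 1.103, 1.32 and 1.56 in replicate pairs 1, 2 and 3, and between 0.96 and 1.79 with one library left out at a time. *Olfml3*, on chromosome 3 from 103722222 to 103738001, had a log2 fold change of 1.86 (SE 0.37, edgeR adjusted p = 0.434), and *Gpr34*, on chromosome X from 13632089 to 13640858, had a log2 fold change of 1.91 (SE 0.41, edgeR adjusted p = 0.440), each higher in 3 of 3 pairs. *C1qa* measured 1327 ± 1010 CPM in F4/80 high and 419.7 ± 486 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 1.93, SE 0.58, adjusted p = 0.504 by edgeR), was higher in 3 of 3 pairs and was called with the replicate number as a block (edgeR adjusted p = 0.0272; from 1.55e-12 to 1.00 over 20 alternatives). Its log2 fold change was 2.93 without F4/80 low replicate 2 and 1.55 without F4/80 low replicate 3. Against the list's direction, *Selplg* (-0.48), *Cst3* (-0.30) and *Timd4* (-0.89) were lower in F4/80 high in 3 of 3 pairs. A list of 25 monocyte genes, of which the study picked 4, had a median log2 fold change of -1.02 (3 of 25 genes higher in F4/80 high, camera adjusted p = 1.41e-09). Its median was -0.86, -1.24 and -1.09 in the 3 pairs. The monocyte list was not called by fry (adjusted p = 0.221). It was called by fry with the block (0.0185), which was chosen after the data were seen. *Ifitm6* had a log2 fold change of -1.64 (SE 0.33, edgeR adjusted p = 0.434) and was lower in F4/80 high in 3 of 3 pairs.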

More importantly, our results may suggest a functional convergence of tumor-supporting macrophages, regardless of their origin, across tumor types. Several groups have studied macrophage ontogeny in other tumor types, but mostly in orthotopic settings [13,16,17,40]. Here, in the dermal compartment, we observed a different TAM ontogeny and composition based on the skin tumor type analyzed. In order to fully understand how F4/80^+^ TAM subsets and evolution are driven and determined by the skin microenvironment and the contribution of encoded factors within each specific TME, further studies are required. However, recent spatial mapping of the immune landscape in tumors has shown that completely different functional immune environments can be a few millimeters away [44], and that the specific location in the TME and the location of the tumor itself influence immune phenotype and function [36,45,46]. We observed differences in the TAM distribution within different regions of the YUMM1.7 TME. A thorough mapping of melanoma TAMs, through the markers we and others have identified in each F4/80 subset within the immune neighborhoods and functional microdomains in the TME, could help understand their cell–cell interactions and evolution during tumor progression, and assess novel targeted therapies in order to improve future treatment rationale [19,47,48,49].

In addition to the contributions provided in this study on melanoma TAM origin and characterization, there are a few interesting aspects that may help to direct novel therapeutic interventions. A prior study from our group with a genetically engineered mouse model (GEMM), which, in turn, originated the YUMM cell lines, showed differences in the F4/80 expression in TAMs, which secreted Chi3l3, MMP9, and IGF1, among other factors [4], which were modulated by administering CD40-agonist and contributed to tumor control. In this line, the functional divergence of these F4/80^+^ TAMs, with distinct active metabolic pathways, opens up another road for discovering therapeutic approaches [21,23,50]. Tissue-resident-like TAMs, which have a longer lifespan and the potential to self-renew and expand through proliferation, could be an ideal candidate to target in the TME, but may be more difficult to be externally reprogramed into tumoricidal cells with traditional immunotherapies. Metabolic state and energy sources have been shown to shape macrophage function in the TME [51,52]. With the logical limitations, a metabolic reprogramming approach gains more importance in this context, since it could target cell-intrinsic programs that could impact directly on immune function [53,54,55]. New approaches, making use of metabolic redundancy, have been tested in inflammatory settings [56]. The skin compartment may provide an ideal setting for testing novel approaches through topical application [57], since it may prevent an otherwise high systemic toxicity.

## 5. Conclusions

The results presented in this report provide an in-depth characterization of the evolution of melanoma TAMs in a mouse model that resembles the human disease. Unlike other previously studied orthotopic tumor models, such as lung or pancreatic cancer, i.d. melanomas exhibited primarily BM-derived TAMs. More interestingly, they presented in discrete, phenotypically and functionally distinct subsets, with evolving ratios. We comprehensively analyzed the melanoma TAM ontogeny and how the discrete TAM subsets, defined by their F4/80 expressions, showed distinct cellular and functional profiles from their early stages and continued to evolve throughout tumor progression.

The TAM similarities between tumor models might help to make inferences about the TAM evolution in the TME and their heterogeneity at the single-cell level. More importantly, we could speculate about potential treatment options. A major challenge as we look forward, though, is centered on how to translate these investigations on macrophage origins, differentiation, and maintenance into humans. Fortunately, in recent years, there have been advances in several tumor types trying to validate the discoveries made with mouse models [26,36,40,45]. Ultimately, we want to have a better understanding of the heterogeneity and functional characteristics of human TAMs to improve prognoses and treatment options.

## Figures and Tables

**Figure 1:**
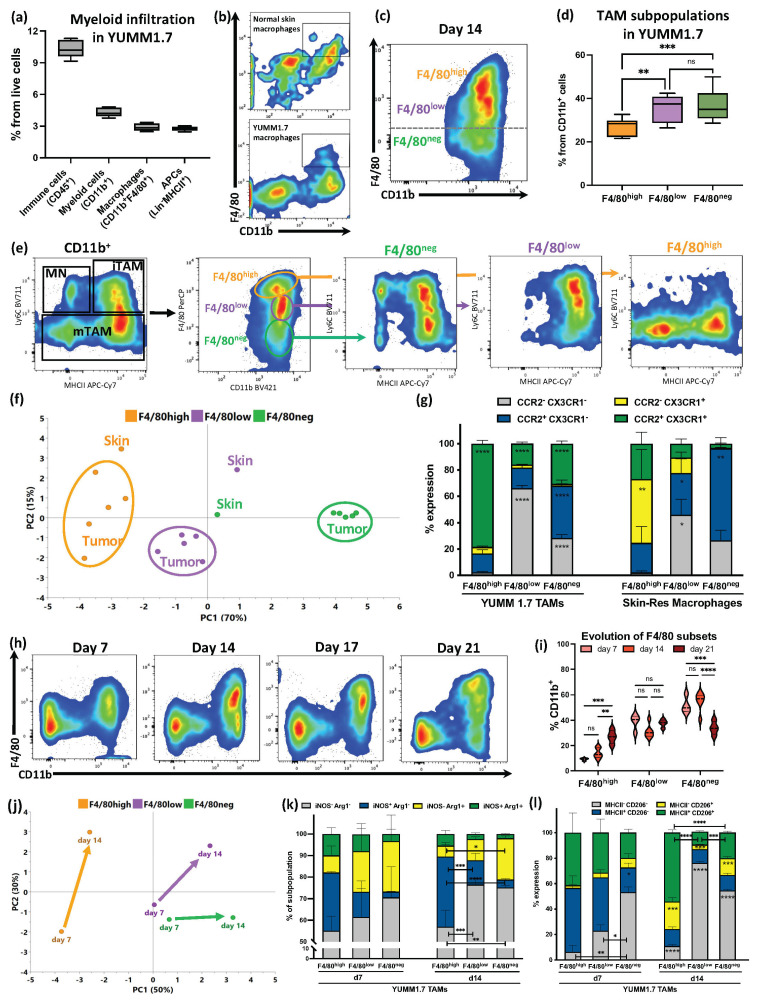
Characterization and evolution of F4/80^+^ tumor-associated macrophage subsets in intradermal melanoma tumors. (**a**) Box plots of YUMM1.7 immune infiltration, quantified by flow cytometry. Percentage of total immune infiltration (CD45^+^), myeloid cells (CD45^+^CD11b^+^), and APC (CD45^+^Lin^−^MHCII^+^). n = 10, pooled from at least 3 independent experiments. (**b**) Representative flow cytometry plots gating the macrophages (CD11b^+^F4/80^+^) out of the total CD45^+^ cells, both in normal skin and in YUMM1.7 i.d. tumors. (**c**) Representative plot of the Lin^−^CD11b^+^ myeloid subpopulations determined by their F4/80 expression in YUMM1.7 melanoma tumors. (**d**) Box plots showing F4/80^+/−^ myeloid subpopulations at day 14 YUMM1.7 i.d. tumors. n = 15, pooled from 3 independent experiments. (**e**) Representative flow cytometry plots of the expression of Ly6C and MHCII markers (‘monocyte waterfall’), defining myeloid cell subsets, broken down into the different F4/80^+/−^ subpopulations in YUMM1.7 tumors. MN = monocytes; iTAM = immature TAMs; and mTAMs = mature TAMs. (**f**) PCA plot of the tumor-infiltrating and skin-resident F4/80 subpopulations phenotype, assessed using flow cytometry. Details of flow panels and parameters included in the PCA can be found in Figure S1h–j. Five independent tumor samples from day 14 were included in the analysis. Skin macrophage phenotype data are plotted as reference subpopulations, average of 2 independent samples. (**g**) Expression of chemokine receptors CCR2/CX3CR1 in F4/80 macrophage subsets in YUMM1.7 tumors, compared to skin-resident macrophage subsets. Statistical analysis showing comparisons between marker-expressing subsets within each macrophage type. TAMs n = 5 and Skin n = 3, pooled from at least 2 independent experiments. (**h**) Representative flow cytometry plots showing the changes of TAM subpopulations over time in YUMM1.7 i.d. tumors. (**i**) Quantification of the evolution of the F4/80 TAM subpopulations, assessed using flow cytometry, at days 7, 14, and 21 after YUMM1.7 i.d. tumor injection. n = 4–6, pooled from independent experiments. (**j**) PCA plot of tumor-infiltrating F4/80 subpopulations phenotype at day 7 and day 14 YUMM1.7 i.d. tumors in B6 mice. Details of flow panels and parameters included in the PCA can be found in Figure S1h,m. For day 7 tumors, n = 3 and day 14 tumors, n = 5. (**k**,**l**) Analysis of canonical M1/M2-marker pairs co-expression (iNOS/Arginase-1 and MHCII/CD206) in TAM subpopulations from YUMM1.7 tumors, at day 7 and 14. Statistical analysis showing comparisons between marker-expressing subsets within each timepoint. n = 3–5 pooled mice per group, from at least 2 independent experiments. Ns = not significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 2:**
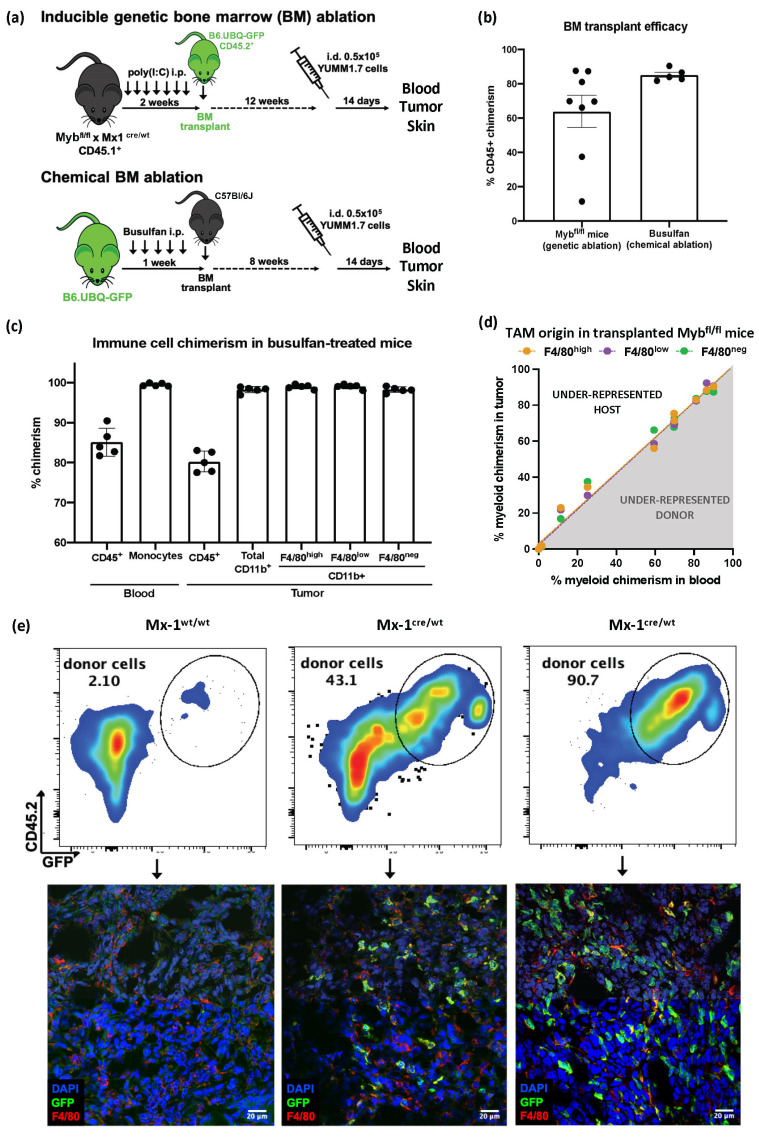
Origin of tumor-infiltrating myeloid cells in YUMM1.7 melanoma tumors. (**a**) Schematic design showing two different strategies used to perform bone-marrow (BM) transplants and track the origin of YUMM1.7-infiltrating macrophages. (**b**) BM transplant efficacy shown as percentage of chimerism of CD45^+^ cells in transplanted mice blood. Chimerism is expressed as the percentage of donor cells in the host, in both BM transplant approaches. (**c**) Tumor-infiltrating myeloid cell origin in YUMM1.7 tumors in busulfan-treated mice. Percentages of chimerism of total CD45^+^ cells and myeloid cells were compared between blood and tumor compartments. n = 5. (**d**) Assessment of macrophage origin in YUMM1.7 tumors in Myb^fl/fl^Mx-1^cre/wt^ and Myb^fl/fl^Mx-1^wt/wt^ mice. Linear regressions were performed to compare the chimerism of myeloid cells observed in circulation and the chimerism of myeloid tumor-infiltrating cells. TAM subsets were analyzed separately. Tumor samples, n = 12, pooled from 3 independent experiments. (**e**) Macrophage infiltration and chimerism were validated using immunofluorescence on corresponding tumor slides in Myb^fl/fl^ mice with increasing levels of GFP^+^ BM donor engraftment. Donor cells and TAMs were detected by GFP and F4/80 expression, respectively.

**Figure 3:**
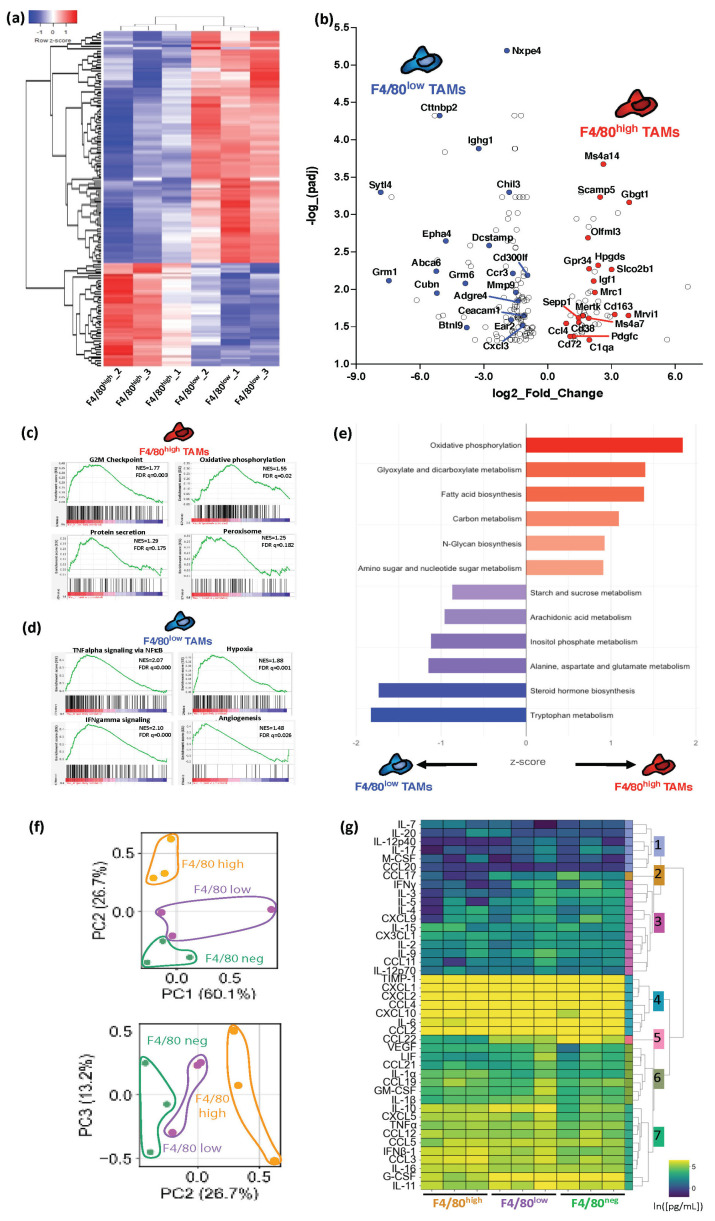
Functional characterization and profiling of TAM subsets in YUMM1.7 melanoma tumors. (**a**) Heatmap with hierarchical clustering of TAM subpopulations based on z-score-transformed gene expression from bulk RNA-seq. F4/80^high^ and F4/80^low^ subsets were isolated from 10 pooled tumors and RNA-seq data were collected in 3 independent experiments. (**b**) Volcano plot showing the top 50 differentially expressed genes (DEGs) between F4/80^high^ and F4/80^low^ subsets (*p*-adj < 0.05, abs(log2FoldChange(FC)) > 1). (**c**,**d**) GSEA Hallmark gene sets from the mouse MSigDB, with an FDR < 25% for the F4/80^high^ and F4/80^low^ TAM DEGs (NES = normalized enrichment score, FDR = false discovery rate). (**e**) Enrichment of F4/80^high^ (right, red) and F4/80^low^ (left, blue) DEGs (protein-coding genes only) for KEGG metabolic pathway terms. Bar lengths represent associated z-score. (**f**) PCA embedding of TAM samples from cytokine/chemokine functional profiling, assessed by bead-based multiplex secretion assay (PC2 vs. PC1, top; PC3 vs. PC2, bottom). Samples clearly separated by TAM subset along PC2, which explained 26.7% of variability in the data. (**g**) Heatmap of natural log-transformed protein secretion from (**f**). Hierarchical clustering identified 7 functional clusters across TAM subsets.

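Of the genes labelled in Fig. 3b, 37 were among the 14645 tested. By edgeR with batch as a term, 19 were higher in F4/80 high and 18 higher in F4/80 low TAMs, and each had one direction in all 3 replicate pairs. Over all tested genes, 16.0% were higher and 15.9% lower in F4/80 high in all 3 pairs. All 37 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. By edgeR with the block, 16 had an adjusted p under 0.05, and DESeq2 with the batch term called 33. The study picked these genes for their difference in these libraries, so the counts describe the libraries and are not an independent test. Some were read from few counts, such as *Sytl4* and *Cubn*, which were at or under 3 counts in each F4/80 high library. Set against 3 counts, *Sytl4* was at least 26.3-fold and *Cubn* at least 11.6-fold lower in F4/80 high.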

## Data Availability

The datasets generated and analyzed in this study are publicly available and can be found in the GEO database: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223545, accessed on 30 January 2023.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15133330/s1, Figure S1: Tumor-associated macrophage subsets in the i.d.-injected YUMM mouse melanoma model; Figure S2: Origin of melanoma-associated macrophage subsets; Figure S3: Gene expression profiling and functional analysis of TAM subsets in YUMM1.7 tumors.

# Supplementary material for: Functionally and Metabolically Divergent Melanoma-Associated Macrophages Originate from Common Bone-Marrow Precursors
**Source:** Cancers (Basel). 2023 Jun 24;15(13):3330. doi: 10.3390/cancers15133330
**Supplement:** Supplementary file 1

## Supplementary Material

*Communication*

# Functionally and Metabolically Divergent Melanoma-Associated Macrophages Originate from Common Bone-Marrow Precursors

Gabriela A. Pizzurro <sup>1\*</sup>, Kate Bridges <sup>1</sup>, Xiaodong Jiang <sup>2</sup>, Aurobind Vidyarthi <sup>2</sup>, Kathryn Miller-Jensen <sup>1,3</sup> and Oscar R. Colegio <sup>4,5</sup>

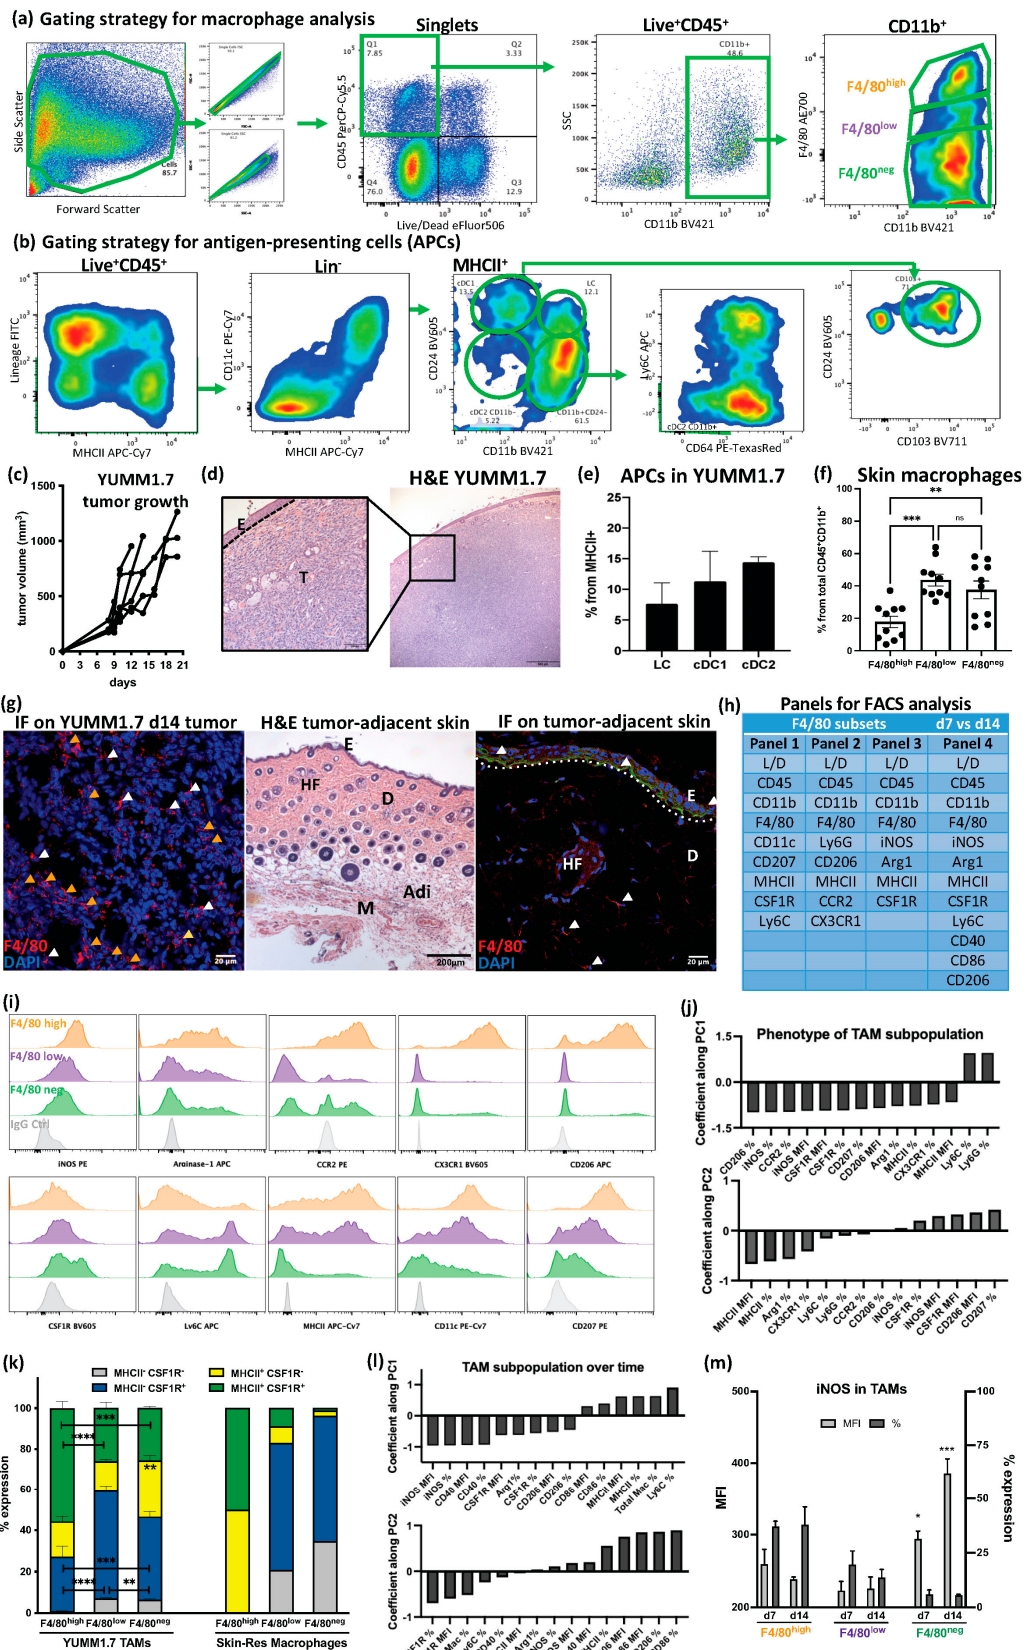

**Supplementary Figure S1.** Tumor-associated macrophage subsets in the i.d.-injected YUMM mouse melanoma model. **(a)** Flow cytometry gating strategy for analyzing F4/80 macrophage subpopulations in YUMM1.7 tumors. **(b)** Flow cytometry gating strategy for determining APC subsets in YUMM1.7 tumors. **(c)** Individual tumor growth curves of the YUMM1.7 cell line in C57Bl/6J. **(d)** H&E and detail from i.d. YUMM1.7 tumor at day 14, injected in Myb mice. E = epidermis, T = tumor. **(e)** FACS quantification of skin myeloid APC subsets in YUMM1.7 tumors in Myb mice. n=4. **(f)** Skin-resident macrophages determined by their F4/80 expression in C57Bl/6J. n=10, pooled from at least 3 independent experiments. **(g)** Immunofluorescence (IF) for F4/80 in YUMM1.7 melanoma tumors. As a reference, H&E and IF in tumor-adjacent skin. D=dermis, E=epidermis, HF=hair follicle, M=muscle, Adi=adipose tissue. White triangles indicate single F4/80<sup>+</sup> cells, while orange triangles point out clusters of TAMs. **(h)** Marker panels used for phenotyping myeloid cells infiltrating YUMM1.7 tumors and normal skin. **(i)** Representative histograms of flow cytometry marker expression analyzed in the TAM subset comparisons. **(j)** Coefficients along PC1 (top) and PC2 (bottom) for the PCA of phenotypic markers of F4/80 subpopulations in tumor vs skin. As indicated, either percentage of marker expression (%) or % and MFI were included in the analysis. **(k)** Analysis of monocyte-to-macrophage marker co-expression (CSF1R and MHCII) in TAM subpopulations from YUMM1.7 tumors, and a control skin. Statistical analysis showing comparisons between marker-expressing subsets within TAMs. **(l)** Coefficients along PC1 (top) and PC2 (bottom) for the PCA of phenotypic markers of F4/80 subpopulations in tumors day 7 vs day 14. As indicated, either percentage of marker expression (%) or % and MFI were included in the analysis. **(m)** Detail of the evolution of percentage and MFI of M1-marker iNOS expression in F4/80 TAM subsets. n=5 mice per TAM group, pooled from 3 independent experiments. ns= not significant, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

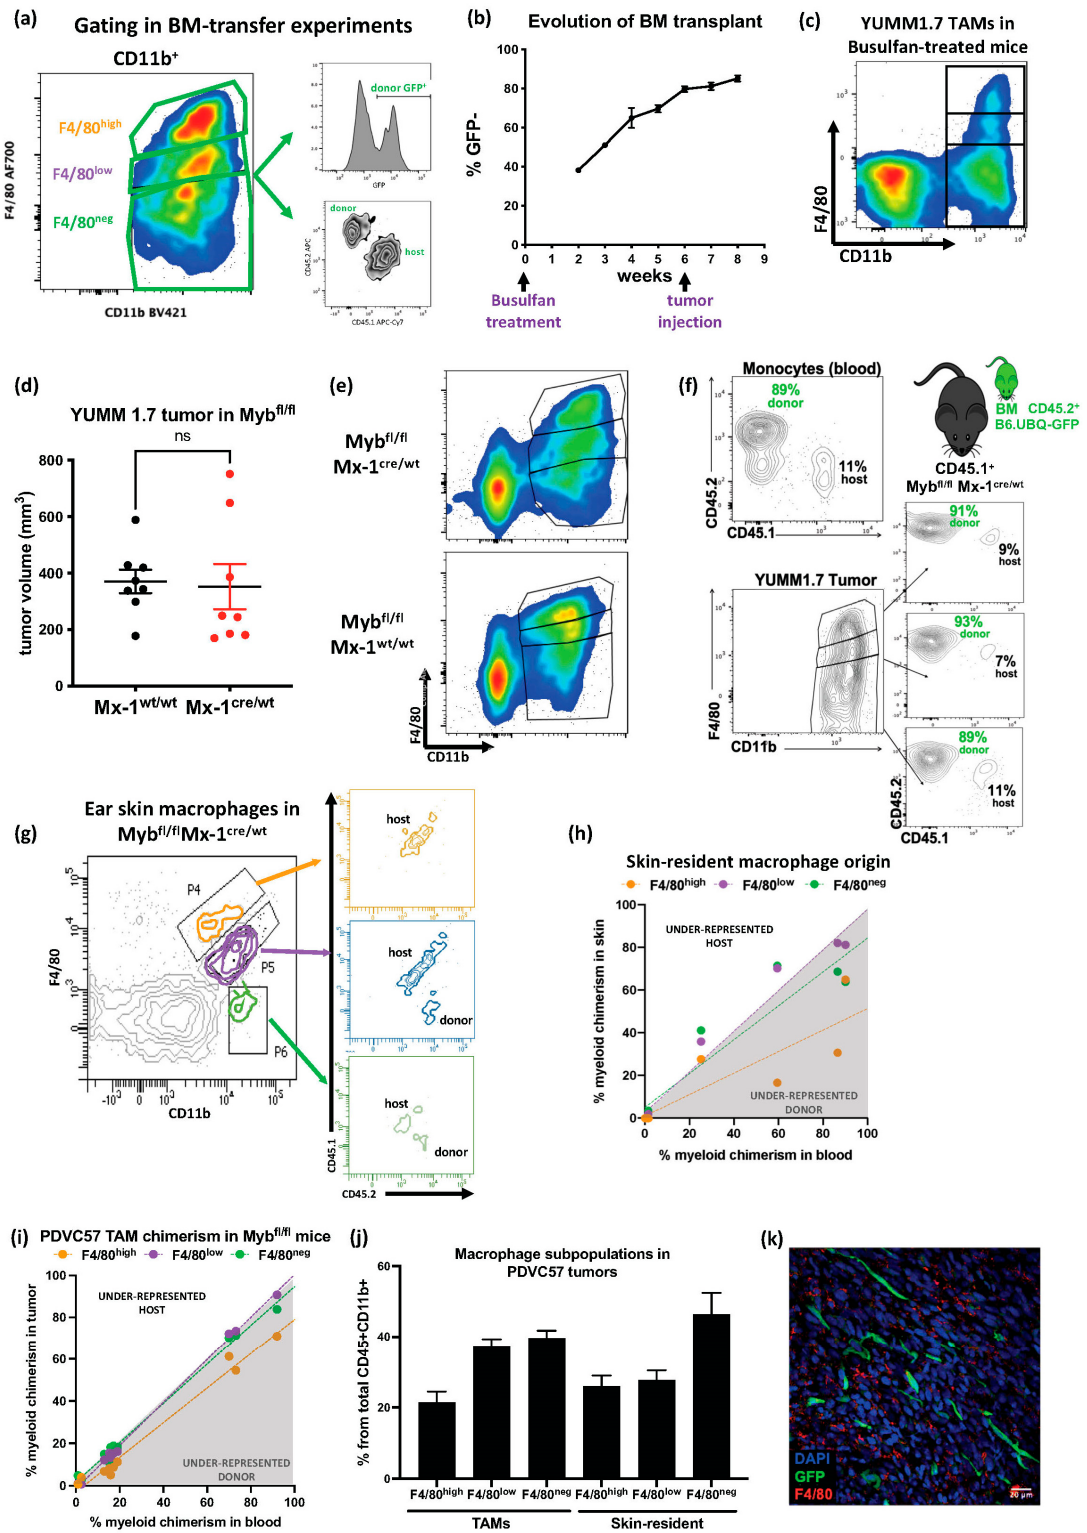

**Supplementary Figure S2.** Origin of melanoma-associated macrophage subsets. **(a)** Flow cytometry strategy for determining TAM origin in YUMM1.7 tumors. Fate-mapping of BM-derived cells was identified by CD45.1/CD45.2 expression and validated by GFP<sup>+</sup>. **(b)** Assessment of BM engraftment after Busulfan treatment and transplant. Blood samples were extracted and analyzed weekly. The graph shows the percentage of GFP<sup>+</sup> cells from total CD45<sup>+</sup> cells in GFP<sup>+</sup> mice. n=5. **(c)** Representative plot of TAM subpopulations in Busulfan-treated mice 8 weeks after transplant. **(d)** YUMM1.7 tumor size in Myb<sup>fl/fl</sup> mice at day 14, at the time of processing for analysis. **(e)** Representative flow cytometry plots of TAM subpopulations in YUMM1.7 tumors in Myb<sup>fl/fl</sup>Mx-1<sup>cre/wt</sup> and Myb<sup>fl/fl</sup>Mx-1<sup>wt/wt</sup> mice. **(f)** Schematic of the analysis of macrophage origin in tumor samples in Myb<sup>fl/fl</sup>Mx-1<sup>cre/wt</sup> mice, and comparison with blood monocyte chimerism. Host immune cells are CD45.1<sup>+</sup>GFP<sup>+</sup> and donor cells are CD45.2<sup>+</sup> and GFP<sup>+</sup>. **(g)** Representative plots of the analysis of the origin of macrophages in ear skin from BM-transplanted Myb mice. **(h)** Assessment of macrophage origin in skin of tumor-bearing Myb<sup>fl/fl</sup>Mx-1<sup>cre/wt</sup> and Myb<sup>fl/fl</sup>Mx-1<sup>wt/wt</sup> mice. Linear regressions were performed to compare the chimerism of myeloid cells observed in circulation and the chimerism of myeloid tumor-infiltrating cells. Skin samples, n=8, pooled from 2 independent experiments. **(i)** Assessment of macrophage origin in PDVC57 tumors in Myb<sup>fl/fl</sup>Mx-1<sup>cre/wt</sup> and Myb<sup>fl/fl</sup>Mx-1<sup>wt/wt</sup> mice. Linear regressions were performed to compare the chimerism of myeloid cells observed in circulation and the chimerism of myeloid tumor-infiltrating cells. TAM subsets were analyzed separately. Tumor samples, n=10, pooled from 2 independent experiments. **(j)** Quantification of TAMs and skin-resident macrophage subsets based on F4/80 expression in i.d.-injected PDVC57 tumors in C57Bl/6J. n=6-10, pooled from 2 independent experiments. **(k)** Immunofluorescence staining on YUMM1.7 tumor from Busulfan-treated mice, showing only GFP<sup>+</sup> stromal cells.

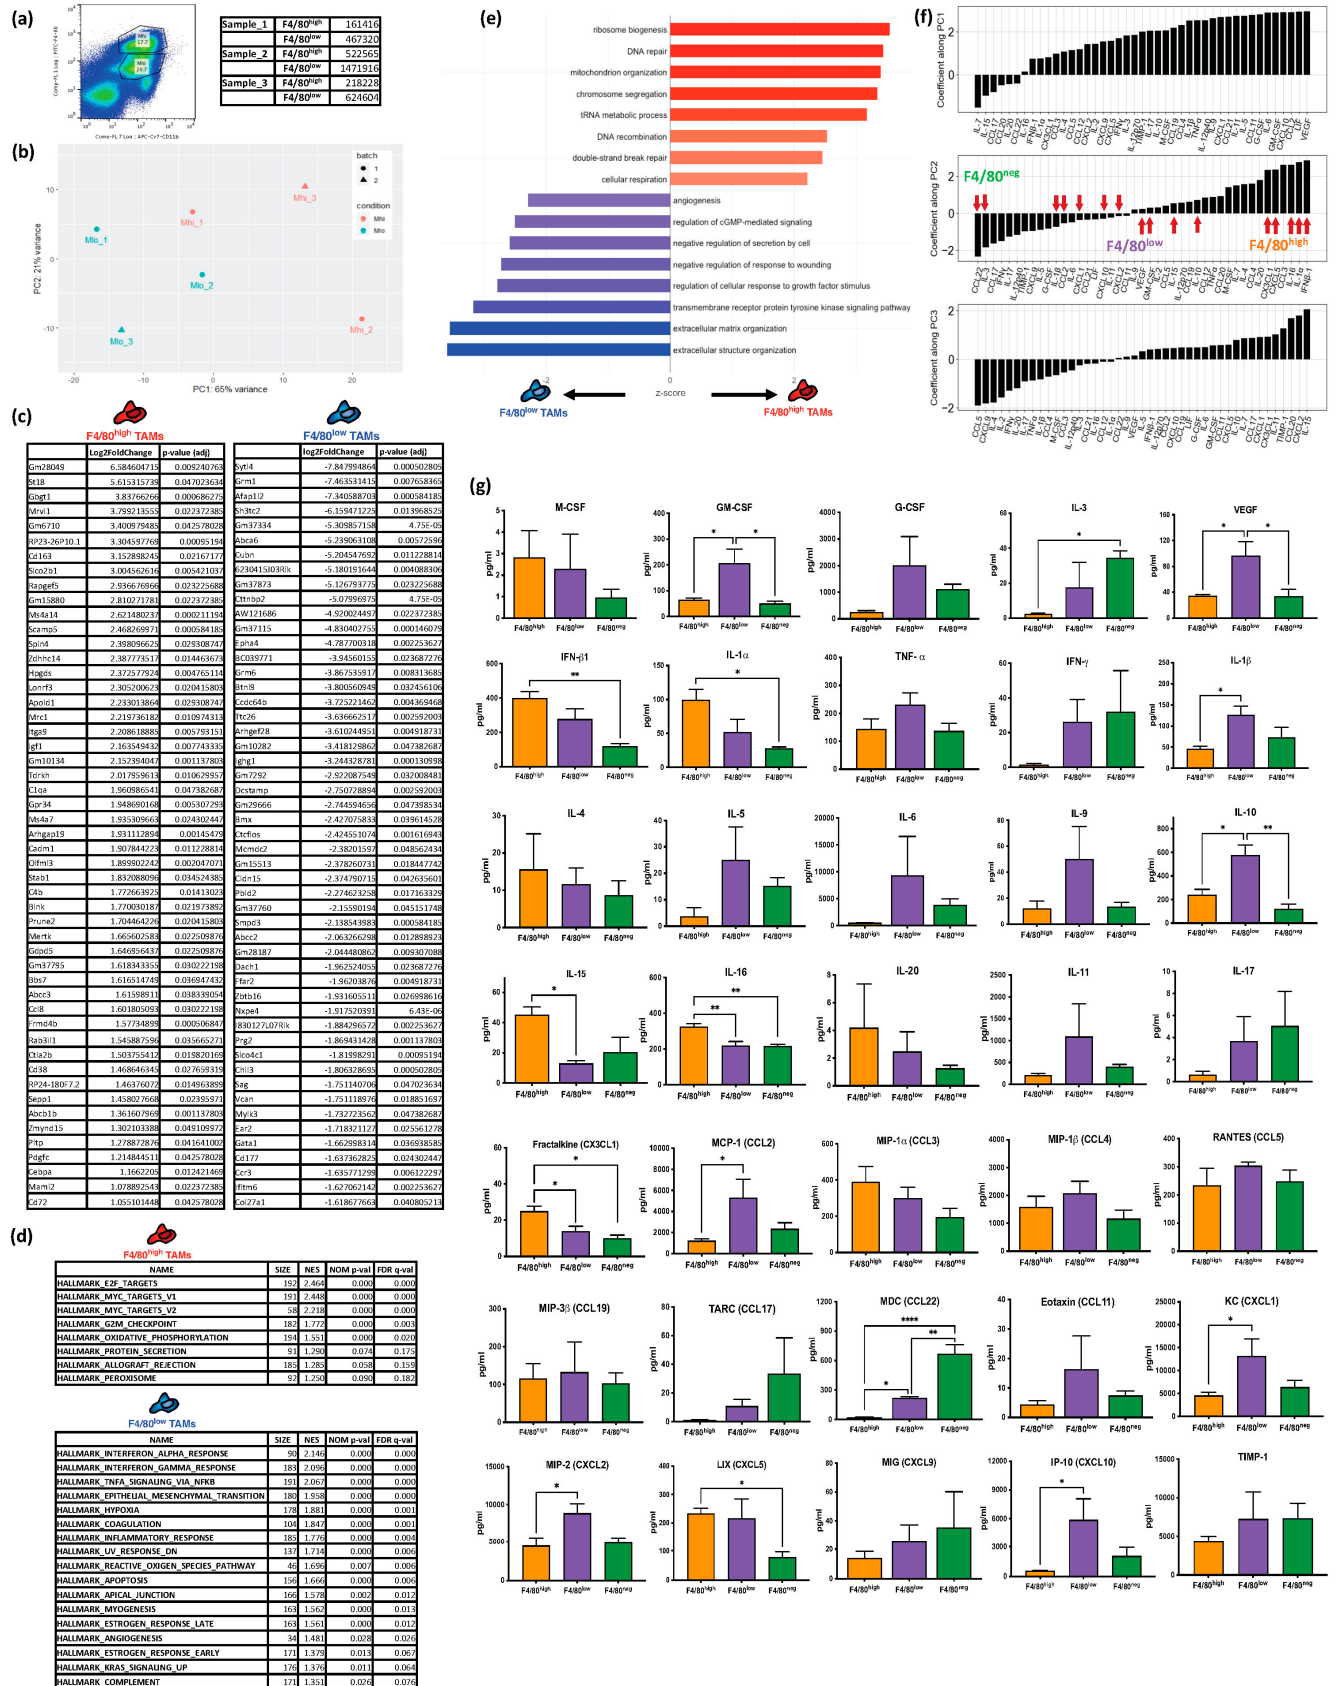

**Supplementary Figure S3.** Gene expression profiling and functional analysis of TAM subsets in YUMM1.7 tumors. **(a)** Representative plot of sorted F4/80<sup>+</sup> TAMs. Total number of cells sorted from TAM subsets for bulk RNAseq. **(b)** PCA embedding of bulk RNAseq samples after batch-correction. **(c)** Top 50 differentially-expressed genes (DEGs) for each F4/80 subset ( $p\text{-adj} < 0.05$ ,  $\text{abs}(\log_2\text{FC}) > 1$ ). **(d)** GSEA results showing significantly upregulated Hallmark gene sets from the mouse MSigDB, with a  $\text{FDR} < 25\%$  for each TAM subset. **(e)** Enrichment of F4/80<sup>high</sup> (right, red) and F4/80<sup>low</sup> (left, blue) DEGs (protein-coding genes only) for gene ontology (GO) biological process terms. Bar lengths represent associated z-score. **(f)** Coefficients along PC1 (top), PC2 (middle), and PC3 (bottom) for the PCA of multiplex protein secretion assay performed on sorted F4/80<sup>high</sup>, F4/80<sup>low</sup> and F4/80<sup>neg</sup> subsets from YUMM1.7 samples. Along PC2, samples separated and clustered by F4/80 expression level. Red arrows indicate the proteins that showed significantly different levels of secretion, detailed in (g). **(g)** Individual bar graphs of protein secretion from sorted TAM subsets which showed significant differences or trends between them, with relevance to immune function in the TME. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

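The data are bulk RNA-seq of F4/80 high and F4/80 low TAMs sorted on day 21 from intradermal YUMM1.7 tumors of C57Bl/6J mice, with 3 libraries of each subset, each from one of 3 independent experiments on 10 pooled tumors. The authors deposited a table for each library with the read count of each of 23424 genes, its length and its biotype. The unit is the raw read count, with no normalization. The values were checked to be whole numbers, and the tables hold genes of all biotypes, 832 with 0 counts in all 6 libraries and 2553 with 1 to 9 counts in total. The authors state that sequencing and alignment followed the standard pipeline of their sequencing center. The aligner, the counting rule, the strand and the gene annotation are not given in the paper's text. Of the gene IDs, 99.4% were found in the GENCODE M21 annotation of GRCm38, 93.5% of the matched genes with the same symbol and 97.2% with the same biotype, and 73.4% had a length equal to the merged exon length in M21. Genes were matched by ID, since 18 symbols are held by more than 1 gene. The 6 libraries were checked for duplicates and none was a copy of another.

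Depth sets the precision of genes with few counts. In F4/80 high replicates 1, 2 and 3, 3 counts are 0.0990, 0.0688 and 0.187 CPM of the total, and in F4/80 low replicates 1, 2 and 3 they are 0.0910, 0.0921 and 0.185. A gene at or under 3 counts in every library of a subset was taken to be at the floor, and its fold change is given as a bound. The TMM factors were 1.34, 1.21 and 0.646 in F4/80 high and 1.23, 1.29 and 0.601 in F4/80 low replicates 1, 2 and 3.

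Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Of 15813 genes that are protein-coding by the GENCODE M21 biotype, the 14645 with at least 10 counts summed over the 6 libraries were kept. A first run took the biotype from the deposited tables in error. The planned M21 biotype replaced it after values had been seen, and the biotype of the tables is kept as an added alternative, under which 0 genes were called and 1118 had an unadjusted p under 0.05. The fit was edgeR's quasi-likelihood test with TMM normalization and terms for batch and subset, with calls at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The PCA used log2 CPM with a prior count of 2 of the 500 most variable genes, with the batch removed by limma. Gene lists were tested with camera at an inter-gene correlation of 0.01, and Reactome sets of 15 to 300 genes, as bundled with fgsea, in the same way. Families of chemokines, chemokine receptors and ABC transporters were taken by symbol. Marker lists of 11 cell types (eosinophils, neutrophils, melanoma cells, fibroblasts, endothelial cells, T and NK cells, B and plasma cells, dendritic cells, mast cells and basophils, keratinocytes and erythroid cells) and 3 Y-linked genes were set to weigh RNA from other cells.

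The groups, tests, gene lists, alternatives and the rule for naming genes were set before the data were examined, apart from 7 alternatives and the tests that are marked as chosen later. The named genes are *Adgre1*, each gene that the paper names in its RNA-seq text or labels in Fig. 3b, *Csf1r*, *Cx3cr1* and *Mki67*, the 5 DEGs with the largest log2 fold change in each direction among those with a mean log2 CPM of at least 1 and one direction in all 3 replicate pairs, and up to 3 members with the smallest p in each direction of each list or family reported. The alternatives were DESeq2, its size factors (RLE in edgeR), library size alone, no batch term, the replicate number as a block, other count filters (filterByExpr, at least 10 counts in every library, at least 1 count), all genes in place of protein-coding genes, leaving out each library in turn or replicate 3 of both subsets, a threshold on the adjusted p alone, a test against a fold change of 1.5, fry, camera with an estimated correlation, and other forms of the PCA. Those added after the data were seen were DESeq2 with the block, all genes with the block, fry with the block, camera with an estimated correlation and the block, the block with the trend of gene length and GC content removed, and the biotype of the deposited tables, with all libraries and without F4/80 high replicate 1.

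The paper states that the libraries come from 3 independent experiments, so replicates of one number in both subsets were taken as pairs. Over 10072 genes with a mean log2 CPM of at least 2, deviations from the subset means correlated at 0.745, 0.729 and 0.907 between the libraries of replicates 1, 2 and 3. Within batch 1 alone the correlation was 0.242.

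The steps were tested on simulated data with 200 genes changed 4-fold, drawn at the depth and spread of these libraries. With no effect of the experiment, edgeR with batch called 76% of the changed genes and 3.80% of its calls were false, edgeR with the block 77.5% and 7.19%, DESeq2 with batch 86% and 19.6%, and DESeq2 with the block 84% and 20.8%. With an effect of the experiment, the values were 69% and 0.719%, 83% and 11.2%, 80.5% and 8%, and 84.5% and 15.9%. Camera called both changed lists and 0 of 100 random lists in each simulation, where at most 4 random lists had an unadjusted p under 0.05. Fry with batch called both lists in each simulation, with 1 random list with no experiment effect and 0 with one. Fry with the block called neither list with no experiment effect, and both lists and 1 random list with one. Camera with an estimated correlation and batch called neither list with no experiment effect (adjusted p = 0.0601) and both with one, and with the block it called neither in either simulation, with 0 random lists throughout. Genes of a random list are not picked to vary together, as genes of one pathway may. These simulations therefore cannot show whether camera's preset correlation is large enough for the lists of the real libraries. Of the 17 lists written by hand, those that camera called there with batch were not called by fry or at an estimated correlation.

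Left out were the Hallmark and KEGG gene sets, the other published signatures that the paper compares with, and the flow cytometry, chimerism and secretion data, which were not analysed here. Genes in the files that are not protein-coding entered only the alternative with all genes and the library totals.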

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

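The tests of RNA from eosinophils, of a lower share of macrophages, of T and NK cells, of melanoma cells and of X-linked paralogs were chosen only after the result was seen. The 4 genes below mark cell types, or a sex, that the paper does not discuss in these libraries, and each was counted in all 6 libraries above 3 counts, the level taken as the floor. The lists of cell type genes were called by camera at the preset correlation. Fry with the block, chosen after the data were seen, called none of the 11 lists. Its adjusted p was 0.118 for neutrophil, 0.232 for eosinophil, 0.465 for fibroblast and 0.499 for T and NK cell genes.

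The neutrophil gene *S100a8* had at least 651 counts in each library, and 70.4 to 723 CPM. Of the 13 neutrophil genes, 11 were lower in F4/80 high in all 3 pairs (median log2 fold change -1.21, camera adjusted p = 3.99e-08), against 15.9% of all genes. The other 2, *Elane* and *Mpo*, had 0 counts in both libraries of pair 3 and were lower in the others, so that all 13 were lower or at 0 in both libraries of each pair. RNA from neutrophils in the F4/80 low gate remains open. Of the 12 eosinophil genes (median -1.58, 0 of 12 higher in F4/80 high, camera adjusted p = 9.74e-09), the study picked 4 from these libraries, and the 8 others had a median log2 fold change of -1.41, with 6 lower in F4/80 high in all 3 pairs. *Prg2* ranged from 8.11 to 121 CPM and *Siglecf* from 19.6 to 175 CPM. RNA from eosinophils in the F4/80 low gate may therefore contribute to *Ear2* and *Ccr3*, and RNA from neutrophils to *Cxcr2*. A lower share of macrophages in F4/80 low TAMs, made up evenly by all other cells, would raise the genes of every other cell type alike. The medians of T and NK cell genes and of neutrophil genes instead lay at least 0.76 log2 units apart in each pair (mean 1.91, SD 1.05). This argues against such an even mixture alone. It cannot exclude a lower share made up mainly by some cell types, such as granulocytes. Macrophages or monocytes of the F4/80 low subset that express these genes remain an open explanation, which was not tested.

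The T cell gene *Cd3e* had at least 128 counts and 14.6 CPM in each library, with *Nkg7* at 18.9 to 355 CPM and *Gzmb* at 42.6 to 555 CPM. All 13 T and NK cell genes were above 3 counts in every library (smallest count 20). They were higher in F4/80 high in the fit (median 0.86, 13 of 13 higher, camera adjusted p = 0.00331), but their median was 1.46, -0.71 and 1.25 in replicate pairs 1, 2 and 3. In each pair, at least 12 of the 13 went the way of the median (13, 12 and 12), as RNA from T and NK cells that vary together between the sorted populations would give, so that this may be its source. Transcription of these genes in macrophages was not tested.

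The fibroblast gene *Col3a1* had at least 1466 counts in each library, and 158 to 607 CPM, with *Col1a2* at 133 to 1300 CPM. The 14 fibroblast genes had a median log2 fold change of -0.47 (1 of 14 higher in F4/80 high, camera adjusted p = 0.0108), and the matrix gene list one of -0.48 (5 of 39 higher, camera adjusted p = 1.13e-05; pair medians -0.22, -1.23 and -0.22; -0.24 without F4/80 high replicate 2 and -0.80 without F4/80 high replicate 1). The lists share 10 genes. Only 4 fibroblast genes are outside the matrix list, with a median of -0.43, and the 29 matrix genes outside the fibroblast list had a median of -0.46. With 4 genes, RNA from fibroblasts and matrix genes transcribed in F4/80 low TAMs cannot be told apart.

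The Y-linked gene *Ddx3y* had at least 142 counts in each library, although the deposited record gives the mice as female. The counts in F4/80 high replicates 1, 2 and 3 and F4/80 low replicates 1, 2 and 3 were 330, 142, 348, 455, 242 and 303 for *Ddx3y*, 6, 31, 474, 74, 74 and 224 for *Uty* and 113, 144, 15, 45, 23 and 2 for *Kdm5d*. *Xist* had 6620, 8473, 965, 5460, 6819 and 922 counts. Reads shared with the X-linked paralogs would keep each gene near the same percent of its paralog in libraries of the same batch. Over all 6 libraries the percent ranged 14.2-fold for *Ddx3y* (0.942% to 13.3% of *Ddx3x*), 170-fold for *Uty* (0.355% to 60.3% of *Kdm6a*) and 28.9-fold for *Kdm5d* (0.244% to 7.05% of *Kdm5c*). Part of this lies between the batches. In batch 1 alone it ran from 0.942% to 2.93% for *Ddx3y*, 0.355% to 4.70% for *Uty* and 1.59% to 7.05% for *Kdm5d*. For *Uty* and *Kdm5d* this argues against shared reads as the whole cause, and less so for *Ddx3y*. RNA from the injected melanoma cells stays open. The melanosome gene *Pmel* was at most 1.82 CPM, and the 9 melanoma genes showed no difference (median 0.00, 5 of 9 higher in F4/80 high, camera adjusted p = 0.434). A cell line with little pigment could have low *Pmel*, so this level does not decide. The sex of the line is not given in the paper. Male mice in some pools, or a mislabelled library, were not tested. No biological explanation was tested.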

How the results depend on the processing

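The 7 alternatives marked as added were chosen only after the result was seen. Over all the alternatives run, the S phase, ribosome biogenesis, G2M, microglia and monocyte lists, the IFNα, TNFα and glutamate lists and each gene named in the paper's RNA-seq text kept their direction, and the number of genes of secreted proteins in the direction of the protein stayed within 8 to 10 with one library left out. Changes of call or direction are given below by alternative, and the cause was not tested unless it is named.

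With DESeq2, 46 genes were called higher in F4/80 high and 104 higher in F4/80 low (0 and 0 with edgeR, where 1113 had an unadjusted p under 0.05), with 3 chemokine and receptor genes over all genes, 5 over the list alone, and 4 ABC transporters over all genes. With the replicate block the counts were 34 and 42, with 5 and 8 chemokine and receptor genes, and 1 and 1 genes of secreted proteins, and the IFNγ list had a median of -0.24 and passed. The erythroid list also passed with the block (median -0.44, camera adjusted p = 0.0422), and no other list or family changed its call there. With DESeq2 and the block (added) they were 132 and 224, with 9 and 10 chemokine and receptor genes, 5 and 7 ABC transporters and 1 and 1 genes of secreted proteins. With all genes and the block (added) they were 19 and 8, with 2 and 8 chemokine and receptor genes and 1 gene of secreted proteins over the list alone. With RLE size factors, library size alone, no batch term, another count filter, all genes, the adjusted p alone or a test against a fold change of 1.5, edgeR called 0 genes, and 253 to 1321 had an unadjusted p under 0.05. The chemokine and receptor genes called over the list alone were 3 with filterByExpr, 3 with at least 10 counts in every library and 3 with at least 1 count. With all 6 libraries, the biotype of the deposited tables (added) changed no call.

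The set tests that allow for correlation between genes changed the list calls most. Lists called higher in F4/80 high and in F4/80 low numbered 0 and 0 with fry (2 lists had an unadjusted p under 0.05), 0 and 0 with camera at an estimated correlation (1 list), 1 and 2 with fry and the block (added), and 0 and 0 with camera at an estimated correlation and the block (added; 3 lists). These tests leave the medians as they are in the fit and take the correlation between genes from the data in place of 0.01. Fry also tests another null hypothesis, so the cause of the change is not settled. Under fry, estimated correlation, fry with the block, and estimated correlation with the block, the medians of lists no longer called were 0.12, 0.12, 0.13, 0.13 for nuclear oxidative phosphorylation, 0.43, 0.43, 0.39, 0.39 for mitochondrial, 0.36, 0.36, 0.35, 0.35 for G2M, -0.21, -0.21, -0.20, -0.20 for glycolysis, -0.44, -0.44, -0.52, -0.52 for IFNα, -0.69, -0.69, -0.70, -0.70 for glutamate and 1.33, 1.33, 1.38, 1.38 for microglia. The S phase, ribosome biogenesis, matrix and monocyte lists were not called under fry or either test with an estimated correlation, nor were ribosome biogenesis and matrix under fry with the block. TNFα was not called under fry (-0.38), estimated correlation (-0.38) or the latter with the block (-0.43).

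With no batch term, nuclear oxidative phosphorylation (0.12) and glycolysis (-0.17) were no longer called, and 0 ABC transporters were called over the list alone (3 with an unadjusted p under 0.05). With all genes, glycolysis (-0.18) was no longer called and peroxisome changed sign (0.00154), as it did with library size alone (0.00131), where the median shift of all genes was 0.0551. With the block and the trend of length and GC content removed (added), glycolysis (-0.0958) was not called and IFNγ (-0.23) was. Without replicate 3 in both subsets, glycolysis fell below the threshold (-0.0631), hypoxia changed sign (0.0386) and 0 ABC transporters were called over the list alone (8 with an unadjusted p under 0.05). PC1 held 77.1% and PC2 11.1% of the variance with the batch not removed, and PC1 held 54.8% with DESeq2's variance-stabilizing transformation and 52.6% with the replicate number removed (replicate block).

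Across the 6 fits that each left out one library, DEGs ran from 0 to 32 higher in F4/80 high and 0 to 25 higher in F4/80 low (both highest without F4/80 high replicate 1), with 554 to 1985 genes at an unadjusted p under 0.05. The fits without F4/80 high or F4/80 low replicate 3 are not separate. The batch term absorbs the lone batch 2 library, so both compare the batch 1 libraries alone. Lists called higher in F4/80 high ran from 3 (without F4/80 high replicate 2 and without F4/80 low replicate 1) to 6. Medians ran from -0.0191 to 0.27 for nuclear oxidative phosphorylation (below 0 without F4/80 low replicate 1), 0.0869 to 0.73 for mitochondrial, -0.38 to -0.0632 for glycolysis, -0.31 to 0.0713 for hypoxia (above 0 in 4 of the 6 fits), -0.51 to 0.0160 for IFNγ (above 0 without F4/80 high replicate 2), -0.56 to -0.20 for TNFα, -0.0373 to 0.0477 for peroxisome and -0.11 to 0.0758 for protein secretion (below 0 without F4/80 high replicate 2 and without F4/80 low replicate 2). Without F4/80 high replicate 2, nuclear and mitochondrial oxidative phosphorylation and ribosome biogenesis were no longer called (camera adjusted p = 0.249, 0.880 and 0.0846), nor were these (adjusted p = 0.857, 0.0604 and 0.157) and TNFα (0.157) without F4/80 low replicate 1, nor mitochondrial oxidative phosphorylation without F4/80 low replicate 2 (0.0613). Glycolysis was not called without F4/80 high replicate 1 or 3 and without F4/80 low replicate 1 or 3. Newly called were IFNγ without F4/80 high replicate 1 and without F4/80 low replicate 2, and hypoxia without F4/80 high replicate 2. Peroxisome was above 0 without F4/80 high replicate 1 and without F4/80 low replicate 1 or 2. Calls over the list alone ran from 0 to 15 for chemokines and receptors, 0 to 8 for ABC transporters (0 to 1 over all genes) and 0 to 1 for secreted proteins. The highest were without F4/80 high replicate 1, with 1 gene of secreted proteins also without F4/80 high replicate 2. PC1 held from 48.2% to 63.1% and PC2 from 22.8% to 36.9% of the variance. With the biotype of the deposited tables, leaving out F4/80 high replicate 1 (added) gave 3 and 0 DEGs in place of 32 and 25 and 0 ABC transporters over all genes, with 15 chemokine and receptor genes, 8 ABC transporters and 1 gene of secreted proteins over the list alone. There glycolysis (-0.0743) was not called, IFNγ (-0.51) was, and hypoxia (0.0657) and peroxisome (0.0491) changed sign. Each of these fits has fewer libraries, which lowers the power of the test.

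Of the other results (single genes, 4 lists and counts of genes), 16 values were weaker, 39 stronger and 8 moved, and 0 reversed. The depth of the batch 2 libraries limits genes with few counts. *Cd163* had 2 counts in F4/80 low replicate 3, and the filter of at least 10 counts in every library removed it.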

Differences from the paper's values

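PC2 held 31.9% of the variance, against about 21% in the paper (Fig. S3b, read by eye). A share counted as different when it was more than 1.5-fold apart from the paper's and further from it than the SD of 7.15 over the fits that leave out one library, and 31.9% is only just past that limit. Of the alternatives set before the data were examined, PC2 was not different by this rule, though above the paper's share, with all kept genes (28.0%), with DESeq2's variance-stabilizing transformation (30.1%), without F4/80 high replicate 2 (22.8%), without F4/80 high replicate 3 (23.6%) and without F4/80 low replicate 3 (23.6%). It was different with the batch not removed (11.1%), with the replicate number removed (33.5%), without F4/80 high replicate 1 (35.8%), without F4/80 low replicate 1 (36.5%) or without F4/80 low replicate 2 (36.9%).

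The paper calls DEGs between the subsets with DESeq2. With edgeR and the batch term, 0 genes were called, and 1113 had an unadjusted p under 0.05. DESeq2 with the batch term called 150, the replicate block called 76, leaving out F4/80 high replicate 1 called 57 (3 with the biotype of the deposited tables, chosen after the data were seen), and the alternatives chosen after the data were seen, DESeq2 with the block and all genes with the block, called 356 and 27. Of 85 tested genes of the table in Fig. S3c, all 85 went in the paper's direction, 0 were called with edgeR and batch (adjusted over all genes; 1113 of all genes had an unadjusted p under 0.05), 81 with DESeq2, 22 with the block, 28 without F4/80 high replicate 1 (2 with the biotype of the deposited tables, chosen after the data were seen), 81 with DESeq2 and the block and, of the 102 genes tested with all genes and the block, 12, the latter pair chosen after the data were seen. Of 37 tested genes labelled in Fig. 3b, 0 had an adjusted p under 0.05 with edgeR and batch, where all 37 had an unadjusted p under 0.05, against 33 with DESeq2 and 16 with the block.

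The paper names *Cd163* as higher in F4/80 high and *Ear2* as higher in F4/80 low TAMs among its called genes. *Cd163* (log2 fold change 2.89, higher in 3 of 3 pairs) was called with the block and not with DESeq2 and batch, where the adjusted p was 0.204. *Ear2* (log2 fold change -1.72, lower in 3 of 3 pairs) was called with DESeq2 and, with edgeR, without F4/80 high replicate 1 (adjusted p = 0.0478, and 0.0543 with the biotype of the deposited tables, chosen after the data were seen), and not with the block, where the edgeR adjusted p was 0.104. DESeq2 with the block, chosen after the data were seen, called both.

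The paper describes the subsets as separated by PCA and by clustering. F4/80 high replicate 1 clustered with the F4/80 low libraries, and on PC1 the subsets overlapped (exact permutation p = 0.2, where the smallest possible is 0.1). In the plane of PC1 and PC2 a straight line parted them with a gap of 0.00232, against 2.94 with DESeq2's variance-stabilizing transformation and 14.4 with all kept genes, and straight lines part 5 of the 10 ways to divide the libraries into 3 and 3 in each of these. With the replicate number removed, the subsets lay apart on PC1 and in the clustering. That step puts the libraries of each pair at equal and opposite scores, and random signs in 3 pairs would set the subsets apart 1 time in 4, so this is no test of separation.

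The paper reports the peroxisome and protein secretion pathways as higher in F4/80 high TAMs, and hypoxia, angiogenesis and IFNγ as higher in F4/80 low TAMs. By camera with batch, the lists written here after these pathways were not called at an adjusted p under 0.05. Peroxisome had a median of -0.03 (camera adjusted p = 0.662), protein secretion 0.03 (0.596), hypoxia -0.07 (0.498), angiogenesis -0.34 (0.310) and IFNγ -0.19 (0.0618). The paper took its Hallmark sets by GSEA at a looser FDR threshold, so the difference for IFNγ depends on the threshold. IFNγ was called with the block, with the block and the trend removed (chosen after the data were seen), without F4/80 high replicate 1 (also with the biotype of the deposited tables, chosen after the data were seen) and without F4/80 low replicate 2, and hypoxia without F4/80 high replicate 2. No alternative called peroxisome, protein secretion or angiogenesis. The lists called here for the other pathways that the paper names were not called with fry or an estimated correlation. With fry and the block, chosen after the data were seen, TNFα alone among them was called (adjusted p = 0.0185).

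The paper states that F4/80 low TAMs express ABC transporter genes tied to glycolysis, which its text does not list. In the wider family taken by symbol, 2 of the 4 genes called over the list alone were higher in F4/80 high. It reports *Il10* protein as higher from F4/80 low TAMs, and the transcript was higher in F4/80 high (log2 fold change 0.86, 3 of 3 pairs). The transcripts of *Ccl2* (0.85), *Cx3cl1* (-0.49) and *Il16* (-0.29) likewise went against the proteins in 3 of 3 pairs.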

Other observations

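The tests of dividing lymphocytes, of length and GC content behind the batch difference and of nuclear copies of mitochondrial genes were chosen only after the result was seen.

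Other splits of the 6 libraries into 3 and 3 were fitted in the same way as the subsets. There are 10 such splits, of which 4 part all 3 replicate pairs. With batch, 10 of 10 splits gave as many DEGs by edgeR as the real one, since each gave 0. For the 1113 genes with an unadjusted p under 0.05, 3 of 10 splits gave as many (194 to 2214 in the others). For the 150 DEGs by DESeq2, 2 of 10 gave as many (2 to 855). For the 12 lists called by camera, 3 of 10 gave as many (2 to 15), for the 47 Reactome sets 6 of 10 (2 to 215), and for the 4 ABC transporters over the list alone 1 of 10, where the others gave at most 2. One split that keeps both batch 2 libraries in one group, F4/80 high replicate 1 and F4/80 low replicates 1 and 2 against the rest, gave 2214 genes, 855 DEGs by DESeq2, 15 lists and 77 Reactome sets. That split sets F4/80 high replicate 1 apart from the other F4/80 high libraries, as PC1 does. The split of F4/80 high replicate 1 and F4/80 low replicates 1 and 3 against the rest gave 1221 genes, 87 DEGs by DESeq2 and 13 lists. With the block, only the splits that part all 3 pairs can be compared. There 1 of 4 splits, the real one, gave as many as 76 DEGs by edgeR (at most 1 in the others), 1 of 4 as many as 356 by DESeq2 (at most 3), 1 of 4 as many as 3 lists by fry (0 in the others), and 1 of 4 as many as 8 chemokine and receptor genes over the list alone (0 in the others). The other 3 splits swap the subsets in one pair. With 10 splits, or 4, no share under 0.05 is possible, so these counts cannot exclude a split by chance.

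Among the other lists of cell type genes, dendritic cell genes had a median log2 fold change of -0.57 (1 of 10 genes higher in F4/80 high, camera adjusted p = 0.0215), mast cell and basophil genes -1.05 (0 of 10, adjusted p = 0.0114), endothelial genes -0.40 (3 of 10, adjusted p = 0.361), B and plasma cell genes 0.20 (5 of 7, adjusted p = 0.645), keratinocyte genes -0.23 (1 of 3, adjusted p = 0.645) and erythroid genes -0.71 (1 of 7, adjusted p = 0.390; with the block the median was -0.44 and the adjusted p 0.0422). By fry with the block, chosen after the data were seen, the adjusted p was 0.232 for dendritic cell genes and for mast cell and basophil genes. It was higher for the rest of these lists.

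Cell cycle genes were higher in F4/80 high TAMs in each pair. If dividing lymphocytes in the F4/80 high gate were the source, the cell cycle lists would fall in pair 2, where T and NK cell genes were lower in F4/80 high. In that pair the lower of the medians of the cell cycle lists was 0.43, and over the pairs both lists stayed between 0.21 and 0.47, while the T and NK cell median went from 1.46 to -0.71 and 1.25. This argues against lymphocytes as the source. Division of F4/80 high TAMs, and of other cells, remains open.

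The higher oxidative phosphorylation genes were tested against a trend of fold change with gene length and GC content. With the block and the trend removed, the nuclear list had a median of 0.13 (camera adjusted p = 0.0148; 4.31e-06 to 0.857 over 23 alternatives), which argues against the trend as the whole cause. Without F4/80 low replicate 1 the median was -0.02, so the difference depends on that library, and it was not called by fry.

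The batches differ in more than depth. Over 10067 genes, the log2 ratio of batch 2 to batch 1 correlated with gene length (Spearman 0.464) and with GC content (-0.236), and these explain 20.5% of its variance. Its SD fell from 1.66 to 1.48 with the trend removed. A trend with length and GC content is therefore not the whole cause. Batch is confounded with replicate 3, and biological differences between the experiments cannot be told apart from library preparation.

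Of the 13 mitochondrial genes, *mt-Co2*, *mt-Atp8*, *mt-Atp6*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l* were lower in F4/80 high in pairs 1 and 3 and higher in pair 2, with medians of -1.14, 2.22 and -0.77 in replicate pairs 1, 2 and 3, against 0.70, 0.56 and 0.35 for the other 7. The sum of the 6 genes was 0.281, 0.806 and 0.345 of that of the other 7 in F4/80 high and 0.965, 0.267 and 0.659 in F4/80 low replicates 1, 2 and 3. The annotation holds 6 pseudogenes in one stretch of chromosome 1 that by shared sequence are copies of *mt-Nd4*, *mt-Nd3*, *mt-Co3*, *mt-Atp6*, *mt-Co2* and *mt-Co1*, so of 4 of the 6 genes. Reads counted on these copies in place of the mitochondrial genes would have to number at least 34496 in F4/80 high replicate 3, whereas the copies held at most 467 counts in any library. This argues against the copies as the cause. Reads left out at counting because they map to both places, and transcription of these genes, were not tested.

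*Csf1r*, on chromosome 18 from 61100598 to 61132149, measured 917 ± 432 CPM in F4/80 high and 695 ± 238 CPM in F4/80 low TAMs (SD, n = 3 each; log2 fold change 0.42, SE 0.28, adjusted p = 0.737 by edgeR), and was higher in F4/80 high in 2 of 3 pairs. Its log2 fold change was 0.07 without F4/80 high replicate 2.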
